# Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents

**DOI:** 10.1186/s12870-021-02825-w

**Published:** 2021-01-22

**Authors:** Katarzyna Szajko, Jarosław Ciekot, Iwona Wasilewicz-Flis, Waldemar Marczewski, Dorota Sołtys-Kalina

**Keywords:** Allelopathy, Diploid hybrid, Glucan endo-1,3-beta-glucosidase, Leptine II, Solamargine, *Solanum chacoense*, *Solanum tuberosum*, Solasonine, Threonine deaminase

## Abstract

**Background:**

Glycoalkaloids are bioactive compounds that contribute to the defence response of plants against herbivore attack and during pathogenesis. Solanaceous plants, including cultivated and wild potato species, are sources of steroidal glycoalkaloids. *Solanum* plants differ in the content and composition of glycoalkaloids in organs. In wild and cultivated potato species, more than 50 steroidal glycoalkaloids were recognized. Steroidal glycoalkaloids are recognized as potential allelopathic/phytotoxic compounds that may modify the growth of target plants. There are limited data on the impact of the composition of glycoalkaloids on their phytotoxic potential.

**Results:**

The presence of α-solasonine and α-solamargine in potato leaf extracts corresponded to the high phytotoxic potential of the extracts. Among the differentially expressed genes between potato leaf bulks with high and low phytotoxic potential, the most upregulated transcripts in sample of high phytotoxic potential were anthocyanin 5-aromatic acyltransferase-like and subtilisin-like protease SBT1.7-transcript variant X2. The most downregulated genes were carbonic anhydrase chloroplastic-like and miraculin-like. An analysis of differentially expressed proteins revealed that the most abundant group of proteins were those related to stress and defence, including glucan endo-1,3-beta-glucosidase acidic isoform, whose expression level was 47.96× higher in potato leaf extract with low phytotoxic.

**Conclusions:**

The phytotoxic potential of potato leaf extract possessing low glycoalkaloid content is determined by the specific composition of these compounds in leaf extract, where α-solasonine and α-solamargine may play significant roles. Differentially expressed gene and protein profiles did not correspond to the glycoalkaloid biosynthesis pathway in the expression of phytotoxic potential. We cannot exclude the possibility that the phytotoxic potential is influenced by other compounds that act antagonistically or may diminish the glycoalkaloids effect.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-02825-w.

## Background

Allelopathy is a broadly understood phenomenon that refers to multidirectional interactions among organisms (plants, bacteria, viruses and fungi) that involve the release of compounds called allelochemicals into the environment [1]. Plant allelopathy between donor and acceptor plants is mainly negative in nature and impairs plant growth, development and/or germination. The ability to synthetize and release allelopathic compounds, especially in plant-plant and plant-pathogen interactions, is an important aspect of allelopathy since it determines plant survival and proper development during biotic stresses [2]. To distinguish allelopathy in ecosystems from research on allelopathic interactions in laboratory, term ‘phytotoxicity’ is used, describing negative interactions between donors and acceptors [1]. A lot of laboratory research focused on recognition of phytotoxic potential use water extracts as phytotoxic factor. Water extracts most closely resemble leaching of compounds from plant organs, that occurs under natural conditions (leaching by rain, dew) [3, 4].

An integral component of allelopathic interactions are allelochemicals that are secondary metabolites derived from three biosynthetic pathways: the shikimate, isoprenoid/mevalonate and polyketide pathways [5]. Based on their origin, secondary metabolites can be divided into three groups: phenylpropanoids, terpenoids, and polyketides. These compounds are distinguished from primary metabolites by their characteristic structure (unique carbon skeleton), which makes them specialized for responses to environmental conditions and biotic stresses. Secondary metabolites are involved in allelopathic interactions but principally in plant defence against pathogens [6].

Solanaceous species have been integral parts of human civilizations as food sources and drugs for thousands of years. All of the approximately 180 tuber-bearing *Solanum* species are indigenous to Latin America. They occur in a wide range of environmental conditions from Mexico in the north to Chile in the south and occupy various habitats [7]. The ability of wild potatoes to adapt and acclimatize to environmental conditions makes them a rich source of variability in biotic and abiotic stress resistance [8]. Steroidal glycoalkaloids, nitrogen-containing steroidal glycosides, are secondary metabolites that occur naturally in most plant organs of *Solanum* species [9]. They are biosynthesized by the sterol branch of the mevalonic acid/isoprenoid pathway [10]. There are many types of glycoalkaloids (GAs) in potato germplasm. Fifty-six GAs, including α-solanine, α-solasonine, α-solamargine, α-chaconine, and leptine II, were revealed in tubers of wild species and cultivated potato [11]. The GA content in tubers is markedly lower than that in potato leaves [12].

α-Solanine and α-chaconine possess antibacterial, fungicidal and insecticidal properties [13], can be classified as phytoalexins and are synthesized in response to pathogen infection [14]. Their biological activity depends mostly on their chemical structures, and α-chaconine is more active than α-solanine on the growth of fungi such as *Alternaria Brassicicola, Phytophthora. medicaginis,* and *Rhizoctonia solani* [15]. In our previous paper, we confirmed the potato phytotoxic potential (PP) against the test plant mustard (*Sinapis alba* L.), specie often used as aftercorp [16]. We demonstrated a significant role of total glycoalkaloid (TGA) content in the expression of PP among wild potato species and potato hybrids, and presented that some clones with low TGA content may possess PP.

For better understanding of processes/phenomena that may be directly or indirectly implicated with PP of potato under low TGA content, we used transcriptomic and proteomic approaches. It is known that allelopathic/phytotoxic interactions are determined directly by allelopathic compounds however, their content or profile in plant’s organs is regulated not only at the genetic level but also undergo coordination of metabolic pathways. Transcriptomic and proteomic studies may provide complementary knowledge to integrative metabolite profiling and better understanding of allelopathy/phytotoxicity phenomena at plant system level [17]. In the present study, we showed that potato PP under low TGA content is directly related with GAs composition.

Contrasting F1 individuals differing in PP and GAs from a cross of an interspecific *Solanum* hybrid with *S. chacoense* were used for comprehensive analyses of transcriptomic and proteomic profiles.

## Results

### Evaluation of total glycoalkaloid, glycoalkaloid, total phenolic and total flavonoid contents

Two bulk samples, C and D, that had similar total glycoalkaloid (TGA) contents (2.7 and 2.6 μg ml^− 1^) and various PP were used (Table 1). Both samples had similar concentrations of α-solanine (0.23 and 0.26 μg ml^− 1^) and α-chaconine (0.14 and 0.18 μg ml^− 1^) (Table 1). α-Solasonine was detected in only C at a concentration of 1.69 μg ml^− 1^ and consisted 40.8% of GAs, while the most frequent glycoalkaloid in D was leptine II (66.7%, at a concentration of 1.22 μg ml^− 1^). The total flavonoids (TF) were significantly higher in D, while total phenolics (TP) were at similar levels in both samples (Table 1). The average retention time and mass of GAs found in the samples are presented in Additional File 1, and mass spectra are presented in Additional File 2.

**Table 1:** Concentration, frequency of glycoalkaloids, total phenolics and total flavonoids in potato leaf extract of C and D samples

**Bulks**	**C**		**D**	
**Glycoalkaloids**^**a**^	Frequency [%]	Concentration [μg ml^-1^]	Frequency [%]	Concentration [μg ml^-1^]
α-Solasonine	40.8	1.69±0.06	0.0	0.00
α-Solamargine	39.9	1.65±0.05	9.3	0.17±0.04
α-Solanine	5.6	0.23±0.02	14.2	0.26±0.06
α-Chaconine	3.4	0.14±0.07	9.8	0.18±0.04
Leptine II^b^	10.4	0.43±0.01	66.7	1.22±0.22
	**C**		**D**	
**TGA concentration [μgml**^**-1**^**]**^**c**^	2.7±0.4		2.6±0.6	
**TP concentration**^**c**^	23.7±2.7		29.4±4.7	
**TF concentration**^**c**^	4.2±0.1		4.9^*^±0.2	
**Phytotoxic potential [%]**	40.6±7.2		0.0^d*^±5.8	

^a^ measured using mass spectrometry

^b^ counted as equivalent of α-solanine

^c^ colorimetric measurement (±SD)

^d^ length of PLE-treated plants the same as in control

^e^deviated from bulk C (*t-student test*)

### Profiles of differentially expressed gene and protein

GAs have been recognized as compounds with protective activity against pathogens, pests and herbivores. Recently, we confirmed that GAs present in potato leaf extract (PLE) exhibit PP. PLE of wild species and hybrids inhibited mustard growth, and TGA content was negatively correlated with mustard root and seedling length [16]. Based on this finding, we addressed the question of which factors/phenomena may play a significant role in the expression of PP under low TGA (2.7 μg ml^− 1^) content in PLE? We analysed the PP of potato in relation to gene and protein expression in potato leaves and GA content in PLE.

Leaf RNA of bulk samples C and D was analysed using the BGISEQ-500 (BGI, China) platform. 

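The values analysed here are the authors' deposited raw counts of reads per gene for 3 libraries of bulk C (C1, C2 and C3) and 2 libraries of bulk D (D1 and D2). Library D3 is not analysed here. Each bulk was made from equal amounts of leaf of 3 F1 individuals of the diploid population 15-1, so that a library measures the pool and not a single genotype. The authors filtered adaptor sequences and low-quality reads from the 100-bp paired-end reads, aligned the rest to the SolTub_3.0 potato assembly with TopHat (version 2.0.9) and counted the reads on each gene with HTSeq (version 0.5.3), without normalization. The number of reads counted on genes was 22582214 in C1, 22769554 in C2, 22610618 in C3, 22752882 in D1 and 22070364 in D2. The header line of the count table names 7 libraries over 1 column of gene names and 6 columns of counts, and its first name stands over the gene names. The names were therefore read as standing 1 field to the left of their counts, which leaves no column for D3, and 1 further count column was not used. The paper's Additional File 3 settled this reading. Over 490 genes with a base mean above 100 in the part of that table used here (2994 rows), the median absolute difference from the paper's log2 FC was 0.059 with the names moved and 0.400 with the names as they stand. Closeness of the log2 FCs to the paper's is for that reason not independent evidence, and the replicate numbers rest on the order of the header alone. The squared differences between C3, the library whose bulk depends on the reading, and the other libraries were 4.70 and 2.53 times the sampling noise for C1 and C2, and 14.7 and 20.9 times for D1 and D2. Libraries of the same bulk differed by 2.53 to 5.22 times the sampling noise, so that none was counted as a duplicate of another. This ratio covers counting noise alone. It cannot tell biological replicates from repeated preparations of the same ground pool. Library sizes were scaled by the trimmed mean of M-values (TMM), and the bulks were compared with limma's voom method and Benjamini-Hochberg adjustment. The log2 FC is bulk C over bulk D, as in the paper's use of upregulated in C. With 3 libraries against 2, no exact test of a single gene can give a p-value under 0.1, and every adjusted p-value relies on the spread estimated over all genes. Potato genes of large families share sequence, and reads of near-identical copies may have been divided or dropped in the counting.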

The total number of raw reads ranged from 28,723,117 to 28,804,382. A total of 23,836 differentially expressed transcripts were identified between libraries of C and D. We analysed the most differentially regulated transcripts with false discovery rates (FDR-adjusted *p*-value < 0.05) as a threshold, finding 3125 up- and 3479 downregulated transcripts. 

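Of the 32768 genes in the count table, 6717 had no read in any of the 5 libraries and 19630 had enough reads to be tested (at least 10 counts, scaled to the median library, in at least 2 libraries and at least 15 in all). With an adjusted p-value under 0.05 from limma's voom method, 3043 transcripts were upregulated and 3678 downregulated in C, together 34.2% of the tested genes. Most of these differences were small. The median absolute log2 FC of the 6721 transcripts was 0.61, and 1822 of them changed by at least 1 on the log2 scale. When this limit was added to the threshold, 505 transcripts were upregulated and 1317 downregulated in C. On TMM-scaled counts, the lowest library of one bulk was above the highest library of the other in 57.1% of the tested genes. Of these genes, 5268 were higher in C and 5945 higher in D. Chance alone gives 20% for 3 libraries against 2. On unscaled counts the share was 54.7%, with 3568 genes higher in C and 7172 higher in D. The near balance of the directions therefore depends on the scaling. Without C3, 2016 transcripts were upregulated and 2558 downregulated, and 4530 of the 6721 transcripts remained past the threshold in the same direction. All libraries of a bulk come from the same 3 F1 individuals, so the adjusted p-values rest on the spread between libraries and not between genotypes. They cannot tie a difference to phytotoxic potential rather than to other differences between the pooled individuals. The paper took the transcripts past its FDR threshold as the DEGs and carried the ends of their ranking by log2 FC into Table 2.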

The results for all differentially expressed genes (DEGs) after comparison of the D vs. C data are presented in Additional File 3. The top 10 most up- and downregulated transcripts are presented in Table 2. The most upregulated transcripts in C were anthocyanin 5-aromatic acyltransferase-like and subtilisin-like protease SBT1.7, transcript variant X2, with log2 fold changes (FCs) of 9.45 and 9.19, respectively. 

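The anthocyanin 5-aromatic acyltransferase-like gene LOC102605147 lies on an unplaced scaffold of SolTub_3.0 between positions 467982 and 472863. It had 195, 256 and 232 reads in the libraries of C and 1 and 0 in those of D. Its level in C was 10.3 ± 1.02 CPM (counts scaled to library size; SD, n = 3). Since both D libraries were at or under 3 counts, the difference is given as a lower bound, and the transcript was at least 80.4-fold higher in C (adjusted p = 1.69e-05, limma voom). The subtilisin-like protease SBT1.7 gene LOC102596363, at positions 37251 to 60111 of its scaffold, had 98, 92 and 102 reads in C and none in D, at least 34.5-fold higher in C (adjusted p = 1.22e-05, limma voom). In the ranking of fitted log2 FCs these genes were again first and second. For all 10 transcripts that Table 2 lists as upregulated, the D libraries held at most 3 reads, so that the size of each change is known only as a lower bound, from 4.57-fold for the miraculin-like gene LOC102589829 to 80.4-fold. In 5 of the 10, at least 1 library of C held fewer than 20 reads. Without C2, 7 of the 10 stayed past the adjusted p-value of 0.05, and without C3 8 did, while the others then had too few reads to be tested. Among the more strongly expressed transcripts (a mean of at least 100 counts), the chlorophyll a-b binding protein 3C-like gene LOC102604990 rose from 0.91 ± 0.25 CPM (SD, n = 2) in D to 18.3 ± 2.36 CPM (SD, n = 3) in C, a log2 FC of 4.33 (standard error 0.34, adjusted p = 7.50e-06, limma voom), and the copper methylamine oxidase-like gene LOC102580758 had a log2 FC of 4.09 (standard error 0.27, adjusted p = 2.04e-06, limma voom).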

The most downregulated genes were carbonic anhydrase chloroplastic-like and miraculin-like, with log2 FCs of − 9.94 and − 9.28, respectively.

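The carbonic anhydrase, chloroplastic-like gene LOC102589374 (positions 651965 to 659434 of an unplaced scaffold) had 0, 0 and 2 reads in the libraries of C against 782 and 728 in those of D. Its level in D was 32.3 ± 0.65 CPM (SD, n = 2), and it was at least 237-fold lower in C (adjusted p = 1.48e-06, limma voom). The miraculin-like gene LOC107061746 had 0, 0 and 1 reads in C and 219 and 299 in D, at least 82.1-fold lower in C (adjusted p = 2.00e-05, limma voom). Another miraculin-like gene of Table 2, LOC102589829, is upregulated in C, and reads of similar copies may bear on both counts. Of the 10 transcripts listed as downregulated, 9 had at most 3 reads in every C library, with lower bounds from 19.3-fold to 237-fold. The remaining gene, the protein detoxification 29-like LOC102581213, had 1, 4 and 1 reads in C and 760 and 676 in D, a log2 FC of -8.28 (standard error 0.53, adjusted p = 1.63e-06, limma voom). All 10 stayed past the threshold whichever library of C was left out. A transcript outside Table 2 with more reads, the extensin-1-like gene LOC102606273, fell from 77.3 ± 11.5 CPM (SD, n = 2) in D to 0.56 ± 0.091 CPM (SD, n = 3) in C, a log2 FC of -7.05 (standard error 0.34, adjusted p = 2.92e-07, limma voom).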

**Table 2:** The top 10 most abundant transcripts in down-regulated and up-regulated genes from RNA-seq data, after comparison mRNA samples D vs. C

Gene name	Locus	log2 FC^**a**^	FDR ***p***-value^**b**^
**Up-regulated DEGs**			
Anthocyanin 5-aromatic acyltransferase-like	LOC102605147	9.45	9.20E-14
Subtilisin-like protease SBT1.7, transcript variant X2	LOC102596363	9.19	9.51E-13
Putative uncharacterized protein YER190C-A	LOC107057927	8.24	5.49E-10
Probable disease resistance protein At1g61310, transcript variant X1	LOC102600040	6.68	7.34E-06
1-Aminocyclopropane-1-carboxylate oxidase 5-like	LOC102589195	6.67	1.66E-06
Trans-resveratrol di-O-methyltransferase-like	LOC107057698	6.65	1.61E-06
Uncharacterized LOC102590955	LOC102590955	6.58	1.09E-05
Two-component response regulator ARR2	LOC102596771	6.51	1.90E-05
Uncharacterized LOC107058900	LOC107058900	6.48	1.65E-05
Miraculin-like	LOC102589829	6.27	6.09E-05
**Down-regulated DEGs**			
Carbonic anhydrase, chloroplastic-like	LOC102589374	−9.94	3.32E-20
Miraculin-like	LOC107061746	−9.28	3.78E-13
Cannabidiolic acid synthase-like 2	LOC102604287	−9.17	1.02E-12
21 kDa protein-like	LOC102592643	−9.00	2.55E-12
Putative UPF0481 protein At3g02645	LOC102605914	−9.00	3.09E-12
Peroxidase 16	LOC102581043	−8.40	1.77E-10
Protein detoxification 29-like	LOC102581213	−8.39	8.42E-42
Metallothionein-like protein type 2	LOC102589950	−8.32	3.98E-10
Non-specific lipid-transfer protein 1-like	LOC102599380	−8.22	5.72E-10
Threonine dehydratase biosynthetic, chloroplastic-like	LOC102583664	−8.21	5.59E-10

^a^log2 estimated fold change

^b^FDR adjusted *p*-value

Liquid chromatography−mass spectrometry analysis of the samples C amd D resulted in 48,836 spectra that were linked to matched peptides, 2125 accessions, and annotated as 3054 proteins. All quantitatively abundant proteins are presented on Fig. 1. Thirty-three differentially expressed proteins (DEPs) were found using the established criteria (q-value< 0.05) (Table 3). The DEPs were divided into five categories according to the system of [18] and assigned based on the UniProt database: primary metabolism, amino acid metabolism, cell structure, protein turnover and stress and defence. The most abundant group of proteins were those related to stress and defence (12 proteins) with glucan endo-1,3-betaglucosidase acidic isoform, whose expression was 47.96× higher in D than in C. Among the DEPs, 3 were characteristic of C: in the category of primary metabolism, there were formamidase and non-symbiotic haemoglobin 2, and in the category of cell structure, there was tetratricopeptide repeat superfamily protein. For D, 3 DEPs were characteristic: 2 in the category cell structure (protein trichome birefringence-like, lysine histidine transporter 1) and 1 in stress and defence (basic endochitinase).

**Fig. 1:**
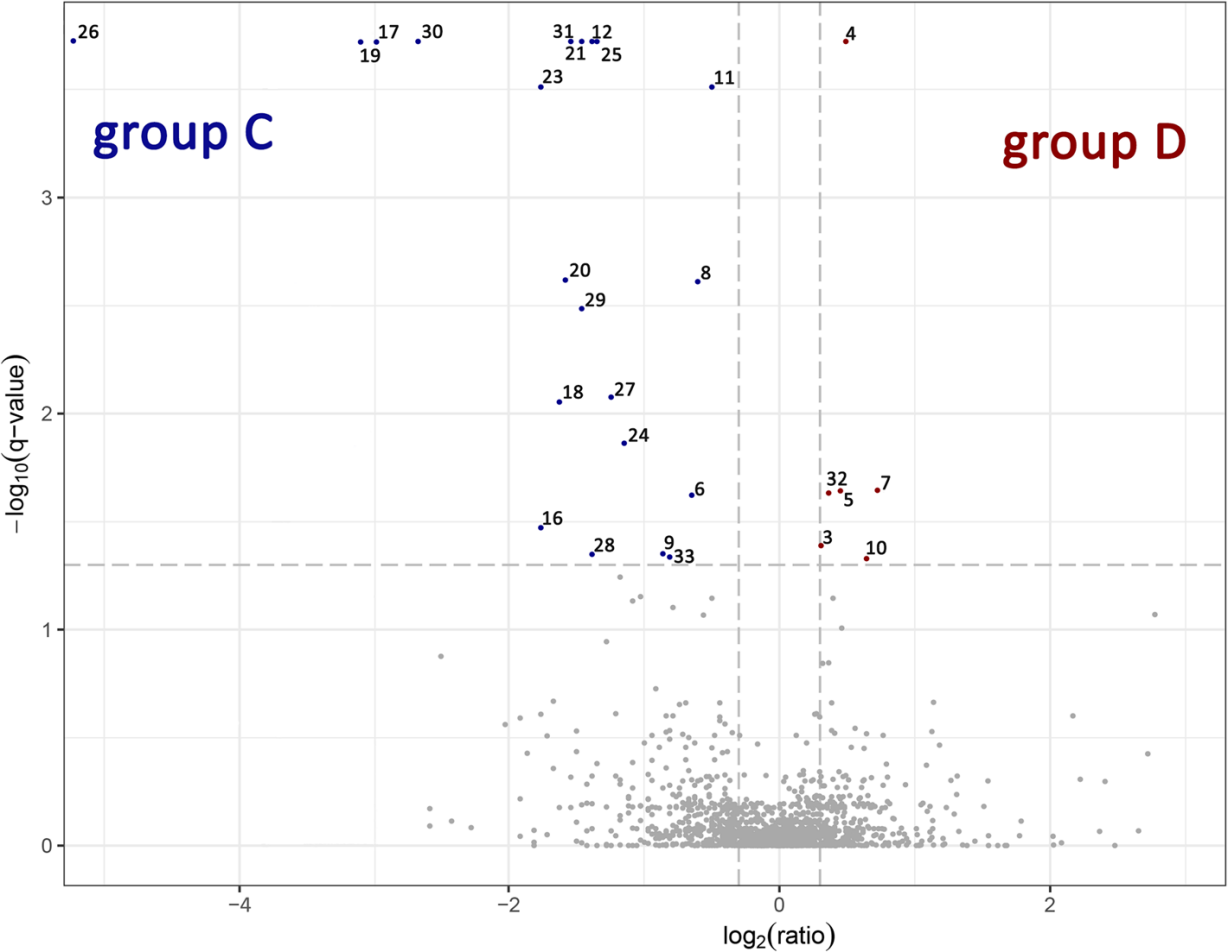
Potato leaf proteins that varied after comparison of bulks D vs. C. The volcano plot shows quantitative abundance of proteins. Only the blue and red dots possess the q-value < 0.05. Volcano plot shows quantitative abundance of proteins. Log-transformed q values (t-test) associated with individual peptides plotted against log-transformed fold change in abundance between the bulk C and D. Proteins that varied qualitatively (no. 1, 2, 13, 14, 15, 22) are not marked on volcano plot. Presented number of varied proteins correspond with protein’s numbers described in Table 2

**Table 3:** List of 33 differentially expressed proteins after comparison samples D vs. C

ID	Protein accession numbers^**a**^	Protein	q-value	Peptides^**b**^	Fold change (D/C)^**c**^
**Primary metabolism**					
1	M1CC20 XP_006339814.1	Similar to: formamidase	only in C	14	
2	M1BEV1 XP_006364443.1	Similar to: non-symbiotic hemoglobin 2	only in C	4	
3	M1AL00 XP_006363768.1	Similar to: ferredoxin-dependent glutamate synthase, chloroplastic	0.00015	457	0.81
4	M1CK21, M1CK23 XP_006347295.1	Similar to: chloroplast stem-loop binding protein of 41 kDa b, chloroplastic	0.00028	163	0.71
5	M1AZB4 XP_006349675.1	Similar to: Chloroplast stem-loop binding protein of 41 kDa a, chloroplastic	0.00106	152	0.72
6	P04045 NP_001275215.1	Alpha-1,4 glucan phosphorylase L-1 isozyme, chloroplastic/amyloplastic	0.02116	93	1.50
7	P32811 NP_001275118.1	Alpha-glucan phosphorylase, H isozyme	0.01682	89	0.61
8	M0ZYC1	Protein disulfide-isomerase	0.02141	115	1.45
9	M1AIV9	Pectinesterase	0.00106	94	1.72
**Amino acid metabolism**					
10	M1BCZ5, P54260 NP_001275291.1	Aminomethyltransferase, mitochondrial	0.04385	247	0.78
11	**M1AZP7, P31212 XP_006366786.1**	**Threonine dehydratase biosynthetic (Fragment)**	**0.00162**	**153**	**1.37**
12	M1BH63	Similar to: acetylornithine deacetylase	0.00015	74	2.43
**Cell structure**					
13	M1AJ37, M1AJ38 XP_006351160.1	Similar to: Tetratricopeptide repeat superfamily protein	only in C	3	
14	M1AN84 XP_006362437.1, M1BTR0 XP_006348847.1	Similar to: Protein trichome birefringence-like	only in D	6	
15	M1BT25 XP_006338671.1	Similar to: lysine histidine transporter 1	only in D	5	
16	M1A9U0 XP_006357191.1	Similar to: 30S ribosomal protein S21	0.02471	24	3.28
**Protein turnover**					
17	M1AMY3, M1AMZ0 XP_006353922.1	Similar to: Kunitz-type protease inhibitor D	0.00015	42	7.82
18	P58521, P58518, P58520, M1AKE5, P16348, P17979,	Aspartic protease inhibitor 9 Aspartic protease inhibitor 3 (Fragment) Aspartic protease inhibitor 6 (Fragment) Similar to: Aspartic protease inhibitor 5 Aspartic protease inhibitor 11 Aspartic protease inhibitor 8	0.00161	8	2.94
19	P37842, M1A5P8, M1A5Q3, M1A5P9	Multicystatin, Cysteine proteinase inhibitor	0.00015	87	10.07
20	M1C4F2, M1C4F3 XP_006364268.1	Similar to: Aspartyl protease family protein	0.00131	57	2.87
21	P31427 NP_001305566.1	Leucine aminopeptidase, chloroplastic	0.00015	80	2.58
**Stress and defense**					
22	M1AGK5	Similar to: basic endochitinase	only in D	13	
23	M0ZMG2	Similar to: Acidic endochitinase Q	0.00015	54	3.17
24	M1D578	Peroxidase	0.00132	53	2.11
25	M1APC7, M1APC8, M1APC9 XP_006365633.2	Similar to: Glucan endo-1,3-beta-glucosidase, acidic	0.00015	104	2.42
26	M1APC4	Similar to: Glucan endo-1,3-beta-glucosidase, acidic	0.00015	13	47.96
27	M1CX91	Similar to: glucan endo-1,3-beta-glucosidase, acidic	0.00162	50	2.32
28	M1APC5	Similar to: glucan endo-1,3-beta-glucosidase, acidic	0.00527	16	2.42
29	Q941G6 NP_001275095.1	Pathogenesis-related protein 1b	0.00233	42	2.60
30	M1BPP7 AFW90570.1	Pathogenesis-related protein P2	0.00015	36	5.70
31	M0ZMA9 XP_006340889.1	Similar to: pathogenesis-related protein STH-2	0.00015	80	2.74
32	M1CBM0 XP_006349319.1	Similar to: stromal 70 kDa heat shock-related protein, chloroplastic	0.00713	197	0.77
33	P32111, M0ZQ21, M0ZQ26 XP_006367669.1	Probable glutathione S-transferase	0.04449	63	1.71

^a^ Accession number according to UniProt/NCBI

^b^ Number of peptides matched to predicted protein sequence

^c^ Fold change (D/C) derived by comparison of relative protein intensity between the bulk D and the bulk C, values above fold change > 1 are characteristic for D sample

ns - non significant

bolded – protein that abundance is correlated with its gene expression from RNA-seq experiment

### Functional enrichment analysis

Based on the GO analysis, three functional groups were categorized: molecular function (MF), biological process (BP) and cellular component (CC). We identified 34 main GO categories, in three levels (16 GO terms in Biological process, 7 GO terms in Molecular function and 11 GO terms in Cellular component) (Fig. 2). In the MF group, the most significantly enriched GO terms were catalytic activity, binding followed by transporter activity. For the BP group, metabolic process, cellular process and response to stimulus were the GO terms most significantly enriched. With regard to CC, most enriched GO terms were cell, cell part and organelle. All unprocessed GO terms identified from the comparison of D vs. C are shown in Additional File 4.

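The GO table marks 40 genes of the annotation as chlorophyll binding and 31 of them as DEGs, 30 upregulated and 1 downregulated in C by the paper's count. In the copy of the table used here, 26 of the 30 gene names could be read. All 26 were tested, and 22 of them were upregulated in C with an adjusted p-value under 0.05 from limma's voom method. Their log2 FCs ran from 0.16 to 1.57 with a median of 0.48, a change of 1.39-fold. The term for inhibitors of serine-type endopeptidases went the other way. Of the 20 genes the paper lists as downregulated in C, 18 were tested here and 17 were past the threshold with higher expression in D, with a median log2 FC of -2.36, while the 3 genes listed as upregulated included 2 that were tested and both were higher in C. The paper chose these genes from the same libraries, so the counts describe its lists and do not test them anew. No enrichment was computed because the lists were not complete.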

**Fig. 2:**
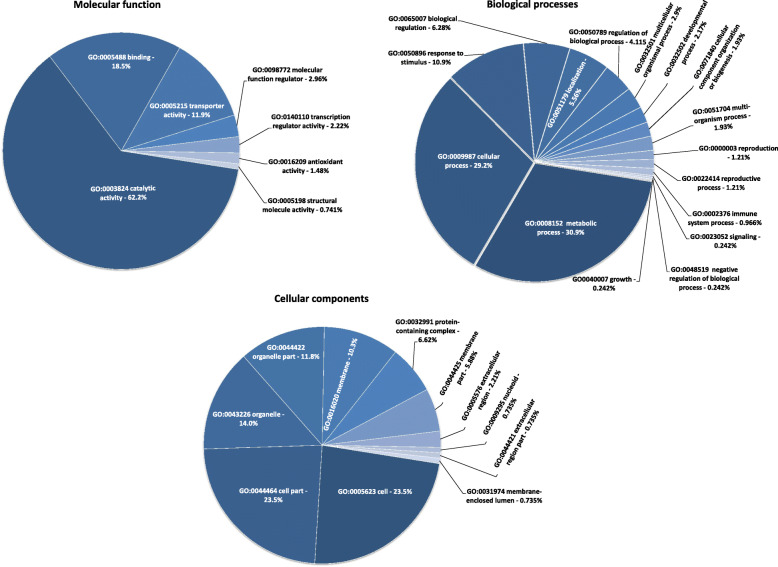
Gene ontology (GO) analysis of potato D vs. C differentially expressed genes. The relative frequencies of GO hits for target genes assigned to the GO functional categories: cellular components, biological processes and molecular functions

## Discussion

We previously demonstrate significant involvement of GAs in potato phytotoxic interactions. However, we observed that potato clones with low GAs content also possess phytotoxic abilities. We suspected that PP of clones with low GAs content is determined by various GAs composition. In this purpose we derived a diploid potato population with *S. chacoense* as a paternal donor of PP, to diminish effect of genetic background and selected clones of contrasting PP. *S. chacoense* is a potato wild relative and is known as a source of various steroidal glycoalkaloids, including leptine glycoalkaloids [19]. Depending on the *S. chacoense* accession a lot of glycoalkaloids can be found including leptine I and II, leptinine I and II, α-solanine, α- and β-chaconine, commersonine and demissine; other alkaloids as calystegines and clavepictine, or steroidal saponins as saponin, tuberoside, torvoside or graeculin [20–23]. In the present study, the low TGA content in C and D accompanied various GA patterns among the samples. Most frequently, the GAs α-solasonine and α-solamargine together may play a significant role in PP expression in C. Both compounds were previously recognized in ripe fruits of grey bitter-apple (*Solanum incanum* L.) as an inhibitors of lettuce (*Lactuca sativa* L.) root growth with comparable strength at a concentration of 100 mg dm^− 3^ [24]. Moreover, they may act synergistically when applied jointly in a 1:1 ratio, as was demonstrated on cucumber (*Cucumis sativus* L.) radicle growth when these two compounds were applied separately [25].

The biological activity of GAs was found to be strictly influenced by the configuration and occurrence of sugar moieties [26]. Thus, the composition of GAs may shape the expression and strength of PP. The phytotoxic effect of GAs and their derivatives on cucumber root growth increased with increasing concentration and was dependent on their type [25]. The strongest effect was observed for α-chaconine, which was followed in descending order by α-solanine, α-solamargine, α-solasonine, 6-O-sulfated chaconine and 6-O-sulfated solamargine. To our knowledge, there are no data regarding leptine II allelopathic abilities. The occurrence of foliar leptine glycoalkaloids is directly related to the degree of feeding deterrence of Colorado potato beetle (CPB) [20, 27]. Leptine II has the monoacetylated (C23) aglycone leptinidine. This chemical modification increases leptine toxicity against CPB and human tumour cell lines; however, its phytotoxicity has not yet been evaluated [20, 28].

Glycoalkaloid biosynthesis can be described as a series of actions of glycoalkyloid metabolism (GAME) genes that promote steroidal alkaloid (aglycone) yields [29]. Then, the aglycones undergo glycosylation by different UDP-glycosyltransferases to synthesize various GAs [30]. 

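The 23 genes of Additional File 5 comprise 21 UDP-glycosyltransferases, LOC102579484 and the rhamnose:beta-solanine/beta-chaconine rhamnosyltransferase gene LOC102577928. The product name of LOC102579484, protein SGT1 homolog A-like, does not name a glycosyltransferase. With limma's voom method, 18 of the 23 were downregulated and 3 upregulated in C at an adjusted p-value under 0.05 over all tested genes, and 18 and 4 when adjusted over the list alone. The study had picked this list by its FDR on the same libraries, so the second count is not independent evidence. The wider family was split more evenly than this list. For the GO term UDP-glycosyltransferase activity, the paper counts 44 genes upregulated and 71 downregulated in C. Names were read for 26 of each, and their log2 FCs ran from -2.94 to 2.97. For UDP-glucosyltransferase activity it counts 34 and 53, and the lowest log2 FC among the names read was -3.58. Among the 23 listed, the UDP-glycosyltransferase 90A1-like gene LOC102584658 (positions 401686 to 404367 of an unplaced scaffold of SolTub_3.0) changed most. It had 4, 5 and 4 reads in the libraries of C and 39 and 43 in those of D, which is 0.20 ± 0.020 CPM (SD, n = 3) against 1.76 ± 0.25 CPM (SD, n = 2), a log2 FC of -3.01 (standard error 0.43, adjusted p = 3.58e-04, limma voom). It was among the weakest of the list in expression. The strongest, LOC107062557, also named UDP-glycosyltransferase 90A1-like, stood at 83.7 ± 5.59 CPM (SD, n = 3) in C and 139 ± 12.2 CPM (SD, n = 2) in D, with a log2 FC of -0.73 (standard error 0.090, adjusted p = 1.37e-04, limma voom). The largest increase in C among the 23 was that of the UDP-glycosyltransferase 91C1 gene LOC102596452, with a log2 FC of 1.04 (standard error 0.19, adjusted p = 1.59e-03, limma voom). Neither the rhamnosyltransferase gene, with a log2 FC of 0.62 (standard error 0.28, adjusted p = 0.121, limma voom), nor LOC102600382, with 0.35 (standard error 0.13, adjusted p = 0.0593), passed the threshold. The call of LOC102583510 (adjusted p = 0.0499, limma voom) was lost under median-of-ratios size factors, and LOC102592932, LOC102583510 and LOC102593972 were no longer called without C2 or without C3. LOC102582377 was lost without C1 or without C2. When genes with few reads were not filtered out, 15 of the 23 were downregulated in C. With the replicate number as a block, in which C3 adds nothing, 11 were downregulated and 2 upregulated. The calls of LOC102592659, LOC102592777, LOC102594178 and LOC102579214 were among those lost there. Neither the paper nor the labels give a batch that the number marks. Deviations of C1 from C2 and of D1 from D2 were correlated at r = -0.57, so libraries with the same number did not deviate together. Members of this family may share sequence, which was not compared here, so reads may have been divided between similar copies.

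**Figure D1:**
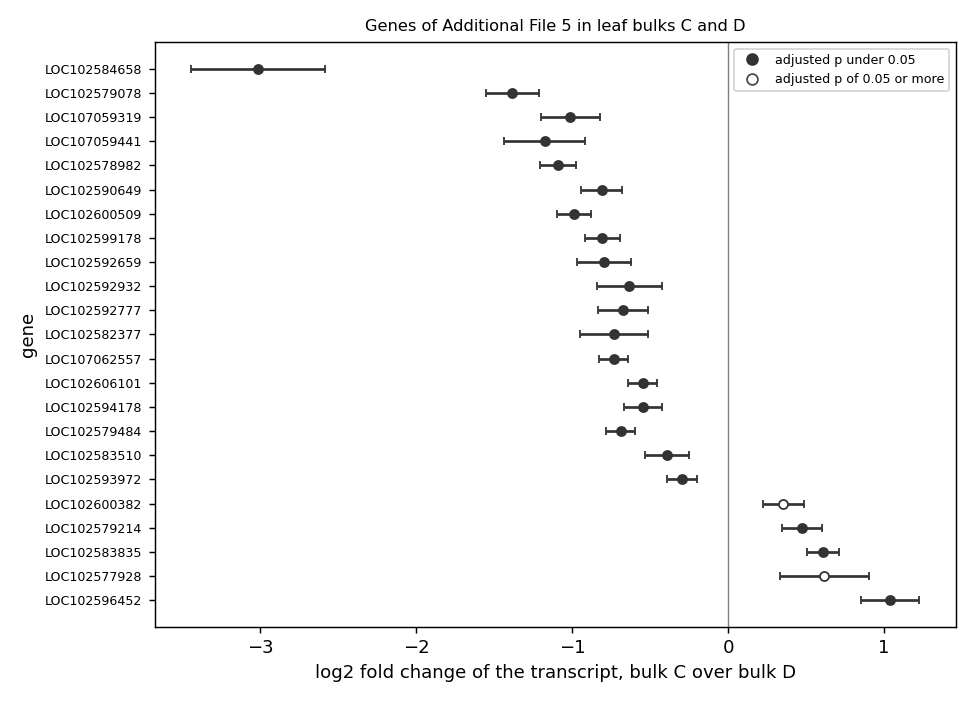
Log2 FC of the transcript, bulk C over bulk D, for each of the 23 genes of Additional File 5, in the order of the paper's log2 FC. Points are the fitted log2 FCs and bars their standard errors from 3 libraries of C and 2 of D; filled points have an adjusted p-value under 0.05, and 18 points lie below 0.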

We found different expression patterns of various UDP-glycosyltransferases (see Additional File 5), especially UDP-glycosyltransferase 90A1 (log2 FC = -3.01), which confirmed different GA landscapes between the samples and may affect PP of PLE. It was recently demonstrated that the pattern of GAs in progeny derived from crosses with *S. chacoense* segregates and may be regulated by 38 genes that are located on chromosome VIII and coexpressed with GAME genes [31]. Comprehensive analysis of DEGs, the GO enrichment, pointing significant participation of metabolic processes (BP-30.9%) and catalytic activity (MF-62.2%) as most differentiating the bulks. This may suggest significant involvement of metabolic pathways in regulation of phytotoxic potential.

We cannot exclude the possibility that PP is influenced by other compounds that act antagonistically or may diminish the GAs effect. As was shown by [15], α-solanine applied together with gallic acid and quercetin diminished the inhibitory effect of α-solanine applied alone on mustard root growth. In the present study, D had a significantly higher TF content than C, which may influence the strength of the phytotoxic effect; however, this difference in concentration was slight.

We suggested that PP expression may be directly related to the qualitative and/or quantitative content of each GA recognized in PLE under low TGA content. Since GAs are involved in plant resistance events and the phytotoxicity of PLE, we assumed that PP of C will be accompanied by increased expression of genes and proteins involved in plant resistance to biotic stress. However, comparison of gene and protein expression profiles in D vs. C did not provide definite evidence to support this concept. 

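Among the stress and defence proteins of Table 3 that could be matched to a gene, 4 of the transcripts were lower in C. The pathogenesis-related protein 1b gene PR1B had 12.1 ± 1.03 CPM (SD, n = 3) in C and 36.3 ± 3.24 CPM (SD, n = 2) in D, a log2 FC of -1.59 (standard error 0.11, adjusted p = 3.06e-06, limma voom). The gene of the STH-2-like pathogenesis-related protein, LOC102582578, had a log2 FC of -1.78 (standard error 0.11, adjusted p = 9.58e-07, limma voom). An acidic glucan endo-1,3-beta-glucosidase gene, LOC102589208, which belongs to a family of similar genes, had a log2 FC of -2.23 (standard error 0.17, adjusted p = 6.84e-06, limma voom), and the glutathione S-transferase gene LOC102599054 one of -1.33 (standard error 0.092, adjusted p = 2.91e-06). The stromal heat shock-related gene LOC102588246 was higher in C, with a log2 FC of 0.40 (standard error 0.078, adjusted p = 2.44e-03, limma voom). A probable disease resistance gene of Table 2, LOC102600040, was at least 6.06-fold higher in C (24, 17 and 10 reads in C and none in D; adjusted p = 6.75e-04, limma voom).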

Patterns of DEGs involved in the defence response, e.g., endopeptidases, were found, but they were shared between samples. 

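For the GO term endopeptidase activity the paper counts 66 genes upregulated and 37 downregulated in C. The copy of Additional File 4 used here gives the names of 27 of the 66 and 26 of the 37. Of the 27, all of which were tested, 23 were higher in C with an adjusted p-value under 0.05 (limma voom), and their median log2 FC was 0.52. Of the 26, 24 were tested and 22 were higher in D, with a median log2 FC of -0.79. The list of serine-type endopeptidases was nearly whole, with 27 of 31 names among the upregulated and all 9 among the downregulated genes. There, 25 transcripts were higher in C, with a median log2 FC of 0.55, and 8 were higher in D, with a median of -1.53. The paper chose the genes of both terms from the same libraries, so these counts describe its lists and do not test them anew.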

Notably, a gene whose expression is increased in C encodes trans-resveratrol di-O-methyltransferase-like (pterostilbene synthase, EC 2.1.1.240), an enzyme responsible for synthesis of stilbenes, a group of phytoalexins. 

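This gene of Table 2, LOC107057698, lies on an unplaced scaffold of SolTub_3.0 between positions 7883 and 8566. It had 32, 32 and 34 reads in the libraries of C and 1 and 0 in those of D, or 1.48 ± 0.074 CPM (SD, n = 3) in C. The transcript was at least 11.6-fold higher in C (adjusted p = 1.92e-04, limma voom), and it stayed past the threshold without each library of C in turn. From the increase of this gene in C the paper turns to stilbenes, which it describes as phytoalexins.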

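The part of Additional File 3 used here reaches down to a log2 FC of 0.77 among the upregulated transcripts but only to -2.44 among the downregulated ones, so that weakly downregulated genes of an enzyme are missing from it and a balance of directions taken from it leans to the upregulated side. It names 7 loci as trans-resveratrol di-O-methyltransferase-like. Besides LOC107057698, the locus LOC102602689 had 12.6 ± 1.96 CPM (SD, n = 3) in C and 1.01 ± 0.22 CPM (SD, n = 2) in D, a log2 FC of 3.62 (standard error 0.34, adjusted p = 2.02e-05, limma voom). LOC102602479 had the most reads, 951, 963 and 933 in C and 259 and 228 in D, and a log2 FC of 2.05 (standard error 0.11, adjusted p = 4.66e-07, limma voom). LOC102590422 was lower in C, with a log2 FC of -2.76 (standard error 0.32, adjusted p = 9.20e-05, limma voom). The other 3 loci, LOC102592447, LOC102588869 and LOC102602143, had at most 11 reads in any library and were not tested. When genes with at least 1 count in any library were kept, 5 of the 7 loci were upregulated in C with an adjusted p-value under 0.05. The loci share a product name, and their sequences were not compared. If they are similar, reads may have been divided between them.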

Most DEGs for this enzyme, which were positioned on different loci, were upregulated in C (see Additional File 3). Transgenic tobacco (*Nicotiana tabacum* L.) lines overexpressing stilbene synthase exhibited increased synthesis of phytoalexins, which was accompanied by resistance to *Botrytis cinerea* infection [32].

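The RefSeq protein accessions in Table 3 led to a gene of the count table for 20 of the 33 DEPs. Where a protein group led to several genes, the one with the most reads was taken. The transcript moved in the direction of the protein for 19 of the 20, and 17 of these were past an adjusted p-value of 0.05 (limma voom), 8 of the 9 proteins more abundant in C and 9 of the 11 more abundant in D. None was past the threshold in the opposite direction. Among 10000 random lists of 20 genes with similar mean counts and the same directions, the mean number was 5.38 and none reached 17 (one-sided permutation, p = 0.0001, the smallest value these lists can give). For the 15 proteins that were measured in both bulks, the log2 ratio of protein and the log2 FC of transcript gave Pearson's r = 0.64 (permutation p = 0.00508, adjusted 0.00899) and Spearman's rho = 0.66 (permutation p = 0.00899, adjusted 0.00899), across genes, which are not independent replicates. Without the 2 proteins farthest from the median protein ratio, r was 0.75. Proteins of both directions enter these correlations, so the shared direction alone can give them, and they were not computed within a direction. They therefore do not show that the sizes of the changes in protein and transcript correspond. The leucine aminopeptidase gene LOC102595887 had the largest change, a log2 FC of -5.14 (standard error 0.24, adjusted p = 2.05e-07, limma voom), and the non-symbiotic haemoglobin 2 gene LOC102600329, whose protein was found only in C, rose from 9.90 ± 0.88 CPM (SD, n = 2) in D to 70.0 ± 1.71 CPM (SD, n = 3) in C, a log2 FC of 2.82 (standard error 0.11, adjusted p = 5.85e-08, limma voom). The 30S ribosomal protein S21 gene LOC102602305 was the exception, with a log2 FC of 0.21 (standard error 0.095, adjusted p = 0.112, limma voom) and a protein more abundant in D. The other 13 DEPs, among them most of the glucan endo-1,3-beta-glucosidases, were not matched to a gene and are not analysed here. All 13 were more abundant in D, and they include the largest protein ratio, 47.96. The 17 of 20 therefore describe the matched proteins and not the whole list.

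**Figure D2:**
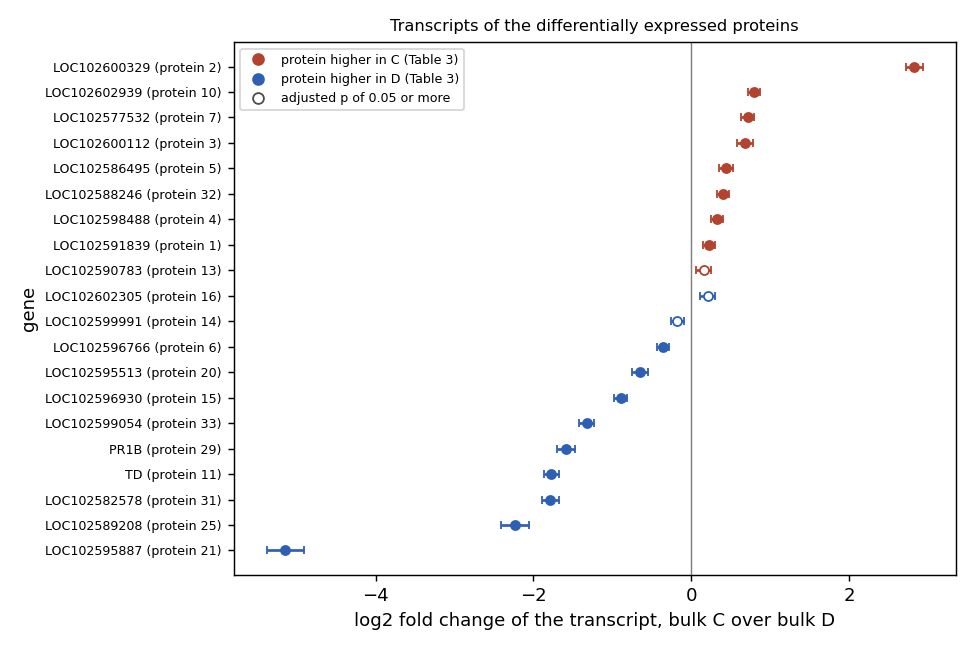
Log2 FC of the transcript, bulk C over bulk D, for the genes of 20 DEPs, numbered as in Table 3 and coloured by the bulk in which the paper found more of the protein. Points are the fitted log2 FCs and bars their standard errors (3 libraries of C, 2 of D), and open points did not pass the threshold; the 9 proteins more abundant in C all lie above 0, and 10 of the 11 more abundant in D lie below 0.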

The protein profiles of D vs. C do not correspond to gene expression data. The most numerous group of DEPs was involved with stress and defence responses in D. An extremely high fold change was noted for glucan endo-1,3-β-glucosidase acidic isoform (47.96). Plant glucan endo-1,3-β-glucosidases are enzymes that can participate in resistance against pathogens and degradation of cell wall components (β-glucans) during plant development [33, 34]. However, their importance in pathogenesis was debated, since antisense transformants of *N. sylvestris* and tobacco with β-1,3-glucanase deficiency could compensate for the activity of this enzyme by producing a functionally equivalent replacement during infection by tobacco mosaic virus [35].

Protein abundance is controlled by variation at the coding gene itself and by variation mapping to other regions of the genome [36]. Protein synthesis is regulated at many levels, ranging from splicing and mRNA degradation to protein modification to ubiquitination and proteolysis in proteasomes [37]. Therefore, it is not surprising that transcriptome data did not correspond to proteomic profiles (Table 2 and Table 3). 

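Of the 20 transcripts in Table 2, none is the gene of one of the 20 DEPs matched here, and the DEPs without a match were not compared. For formamidase, whose protein was found only in C, the gene LOC102591839 had 120 ± 3.54 CPM (SD, n = 3) in C and 103 ± 1.78 CPM (SD, n = 2) in D, a log2 FC of 0.22 (standard error 0.077, adjusted p = 0.0464, limma voom), and this call was lost without any one of the libraries of C. The gene of the tetratricopeptide repeat protein, LOC102590783, also found as protein only in C, had a log2 FC of 0.16 (standard error 0.089, adjusted p = 0.207, limma voom). For a protein found only in D, the lysine histidine transporter gene LOC102596930 had a log2 FC of -0.89 (standard error 0.081, adjusted p = 1.69e-05, limma voom), whereas the trichome birefringence-like gene LOC102599991 had one of -0.18 (standard error 0.083, adjusted p = 0.126, limma voom).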

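For threonine dehydratase the transcript and the protein belong to different loci. The transcript in Table 2 is LOC102583664, at positions 2636158 to 2639387 of an unplaced scaffold of SolTub_3.0. It had no reads in the libraries of C and 69 and 55 in those of D, at least 19.4-fold lower in C (adjusted p = 7.21e-06, limma voom). The RefSeq accession of the protein in Table 3 leads to the gene TD, at positions 125223 to 131415 of its scaffold. TD was expressed in both bulks, at 28.6 ± 2.54 CPM (SD, n = 3) in C and 97.4 ± 0.73 CPM (SD, n = 2) in D, a log2 FC of -1.77 (standard error 0.092, adjusted p = 4.82e-07, limma voom). In D, TD had 2380 and 2176 reads. Both loci stayed past the threshold when any library of C was left out. Their sequences were not compared, and if the 2 genes are similar, reads may have been divided between them.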

We found one DEG, threonine dehydratase biosynthetic (FC = 1.37), whose protein expression is significantly increased in D. Threonine dehydratase, also called threonine deaminase, is an enzyme for isoleucine biosynthesis [38] and acts together with protease inhibitors in the herbivore gut, decreasing dietary proteins and threonine availability. In *Solanum* species, the threonine dehydratase gene has a duplicated paralogue that is coexpressed with genes engaged in herbivore resistance. In lupin (*Lupinus* sp. L.), a high content of threonine was accompanied by an increased level of alkaloids [39]. On the other hand, a higher level of threonine induced the synthesis of alkaloid-pilocarpine in *Pilocarpus vahl* [40], is a good precursor of pyrrolizidine alkaloids in *Senecio douglasii* and participates in the direct biosynthesis of strigosine [41]. One of the proteins characterized for only C was formamidase (EC 3.5.1.49), which is engaged in nitrogen metabolism [42]. The gene encoding this enzyme was also recognized as drought-responsive and regulated by abscisic acid (ABA) [43]. Both enzymes may participate indirectly in GA synthesis due to their involvement in the metabolism of nitrogen, which is inserted into the aglycone skeleton.

## Conclusion

Complex analysis of GAs, together with trancriptomic and proteomic results provided new insight in understanding the expression of phytotoxic abilities of potato. We demonstrated that PP expression under low TGA content may be connected with the GAs composition in PLE. We pointed potential involvement of metabolic pathways (GO enrichment) in direct regulation of GAs biosynthesis and accumulation (genes of GAs main biosynthesis pathway) or indirect regulation by other factors/phenomena, e.g., nitrogen metabolism, and is a result of plant reactions to biotic and abiotic stresses. Comparison of transcriptomic with proteomic revealed gene and protein of threonine dehydratase bisynthetic as common element bonding these two omics and important in expression of potato phytotoxic abilities.

## Methods

### Plant material

Plant material consisted of the potato diploid population 15–1 (F1 progeny, *N* =  166) from a cross of *Solanum* hybrid DG 88–89 (seed parent) and a wild species *S. chacoense* (pollen parent). The maternal clone was generated within the diploid potato breeding program at the Plant Breeding and Acclimatization Institute—National Research Institute, Młochów, Poland. Paternal specie was obtained from National Centre for Plant Genetic Resources, Radzików, Poland (accession POL003:333133). DG 88–89 was the multigenerational hybrid originating from crosses of diploid potato clones. In terms of the genomes, the percentage of *S. tuberosum* in DG 88–89 was 78.3% and that of *S. chacoense* was 15.7%. Maternal clone and paternal species differ with TGA concentration in the PLE and PP. DG 88–89 exhibited a low TGA concentration (5.2 μg ml^− 1^) and nondetectable PP, while *S. chacoense* had a high TGA concentration (55.6 μg ml^− 1^) and high PP (70%) [15]. Three replicates of each of the progeny were grown in a greenhouse from May to October 2016. In full anthesis, leaflets were collected, mixed, portioned into 0.5 and 1 g portions, frozen in liquid nitrogen and stored until use at − 80 °C.

### Preparation of potato leaf extract

PLE was prepared as previously described by [16]. Briefly, 0.5 g of frozen leaves was ground in liquid nitrogen, supplemented with 50 ml of distilled water (1% w/v) and shaken for 24 h on a laboratory shaker. Freshly prepared and filtered extract was used for biochemical and mass spectrometry (MS) analysis.

### Evaluation of total glycoalkaloid, total phenolic and total flavonoid contents in potato leaf extract

The TGA concentration was measured for all 166 individuals in 2016 using the colorimetric method by [44] with modification as described by [16]. Briefly, 1% PLE was concentrated fourfold in a vacuum rotary evaporator (SpeedVac Appligene Refrigerated Aspirator, Germany). TGA was extracted using 10% acetic acid and precipitated with 5 M ammonium hydroxide. Samples were suspended in 100% methanol. The colour reaction was carried out using 98% sulfuric acid and 1% paraformaldehyde.

Absorbance was measured on a Hitachi U-1900 (Japan) spectrophotometer at a wavelength of 562 nm against a blank sample. The concentration of TGA was expressed in equivalents of α-solanine (Sigma-Aldrich, S3757).

TP content was determined as in [16] with a modification of the method described by [45]. Analysis was performed on twofold-concentrated PLE using freshly prepared tenfold-diluted Folin–Ciocalteu reagent (Sigma, F9252) and 7.5% sodium carbonate (w/v), and the absorbance was measured at 760 nm against a blank sample. The concentration of TP was expressed as equivalents of gallic acid (PhytoLab, 89,198).

TF was determined as in [16] with a modified method described by [46]. Analysis was performed on twofold-concentrated PLE using 10% aluminium chloride (w/v) and 1 M potassium acetate, and the absorbance was measured at 415 nm against a blank sample. The concentration of TF was expressed as equivalents of quercetin (PhytoLab, No. 89262).

TGA, TP and TF concentrations in selected genotypes were measured in 2016–2018. All measurements were performed in three biological repetitions, and each repetition had two technical replicates.

### Evaluation of phytotoxic potential of potato leaf extract

PP was measured against the test plant - mustard cv. Rota (Vera-Agra Breeding Company, Cieszków, Poland) in three biological repetitions for all 166 individuals in 2016 and for the selected plants in 2017–2018 as previously described by [16]. Briefly, 15 mustard seeds after radicle protrusion (appx. 3 mm long) were transferred into Petri dishes (square, 12 cm) filled with filter paper and moisture with distilled water or 1% PLE (PLE-treated plants). After 5 days of incubation, the lengths of the control and PLE-treated mustard seedlings were measured. PP was expressed in % as the degree of seedling length inhibition/stimulation in relation to the length of control plants (grown in water) according to the formula

$$ Inhibition\ \left(\%\right)=\left(1-\frac{\mathrm{Treated}\ \mathrm{seedling}\ \mathrm{length}\ }{\mathrm{Control}\ \mathrm{seedling}\ \mathrm{length}}\right)x\ 100 $$

### Construction of bulk samples

Based on TGA concentration and PP (Additional File 6), bulk samples C and D were constructed, each with three biological replications. Bulked sample analysis allows for more effective identification of genes underlying a trait. In this approach, contrasting individuals from a segregating population are pooled and then commonly screened to identify specific markers [47]. Sample C exhibited low TGA content (2.7 μg ml^− 1^ in PLE) and high PP (40%); D exhibited a low TGA concentration (2.6 μg ml^− 1^ in PLE) and nondetectable PP (PLE-treated plants were the same length as the control). In each sample, equal amounts of frozen leaves in liquid nitrogen from three F1 individuals were ground, mixed together and stored at − 80 °C.

### RNA isolation and RNA-seq analysis

RNA was isolated from samples C and D according to the protocol described in [48] using TRIzol reagent. Briefly, 0.1 g of tissue ground in liquid nitrogen was supplemented with 1 ml of TRIzol reagent. Extraction was performed twice in chloroform. The RNA was precipitated in 0.3 ml of salt solution (0.8 M sodium citrate and 1.2 M sodium chloride) and 0.3 ml of isopropanol and resuspended in sterile water. The quality and quantity of RNA were determined using a NanoDrop spectrophotometer (Thermo Scientific) at 260 nm and 280 nm and on a 2% agarose gel. Next, RNA was treated with DNase I (Thermo Scientific, EN0521) to degrade double-stranded and single-stranded DNA contaminants in RNA samples.

The mRNA was isolated using the Dynabeads® mRNA Purification Kit for mRNA enrichment (Ambion, 61,006), and a library was prepared using the MGIEasy RNA Directional Library Prep Set (MGI, 1000006386), both according to the manufacturer’s protocols.

The established cDNA libraries were sequenced on the BGISEQ-500 sequencing platform (BGI Genomics, China) to generate 100-bp paired-end reads. RNA-seq reads were generated by Genomed® (Warsaw, Poland). After filtering of adaptor sequences and low-quality reads, data were obtained for subsequent analysis. Then, the index of the reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000226075.1) was built using Bowtie v2.1.0, and clean reads obtained for samples C and D were aligned to the reference genome using TopHat v2.0.9 (Broad Institute, Boston, MA). Next, HTSeq v0.5.3 was used to count the number of reads mapped to each gene. The DEGs were identified by the DESeq package.

### Analysis of gene ontology term enrichment

To study the biological functions of the DEGs, gene set enrichment with GO terms was performed using the topGO package. To extract the significant GO categories, Fisher’s exact test was performed with the *elim* algorithm. To prepare circle diagram of all significant GO terms, we used as query for finding the ontology in various functional categories on the basis of GOslim categories as:

$$ \frac{\mathrm{annotations}\ \mathrm{to}\ \mathrm{terms}\ \mathrm{in}\ \mathrm{GOslim}\ \mathrm{category}\ }{\mathrm{total}\ \mathrm{annotations}\ \mathrm{to}\ \mathrm{terms}\ \mathrm{in}\ \mathrm{this}\ \mathrm{ontology}} \times 100. $$

### Analysis of the glycoalkaloids profile in potato leaf extract

The GA fraction was isolated from 1% PLE of bulked samples C and D using a solid-phase extraction method (QuEChERS). First, for each PLE sample, α-solamarine (ChemFaces, CFN93102) dissolved in methanol was added as an internal standard to a final concentration of 10 ng μl^− 1^ to calculate the percentage of recovery of GA. In the control sample, α-solamarine was added to distilled water to the same final concentration. Both types of samples (control and PLE) were passed through sterilizing filters (0.2 μm, Nalgene™). To 750 μl of a sample, an equal amount of acetonitrile (ACN) with 1% formic acid was added, and the sample was applied onto the solid phase of QuEChERS (UTC, ECQUCHL12CT) and shaken for 30 s on a vortex mixer. Then, the supernatant obtained after GA isolation was diluted 10-fold with methanol. HPLC-MS analysis was performed on a Dionex 3000 RS-HPLC equipped with a DGP-3600 pump, a WPS-3000 TLS TRS autosampler, a TCC-3000 RS column compartment (Dionex Corporation, USA) and a Bruker micrOTOF-QII mass spectrometer (Bruker Daltonics, Germany). The chromatography column was a 50 × 3.1 (i.d)-millimetre Thermo Scientific Hyperil GOLD with 1,9-μm particles (Part No. 25002–052130, Serial No. 0110796A6, Lot No. 10922).

Chromatographic conditions: For the mobile phase, solvent A was water, and solvent B was ACN. The flow program was as follows: 0 min – 5% solvent B; 1.4 min – 5% solvent B; 22.9 min – 95% solvent B; 24.4 min – 95% solvent B; 24.5 min – 5% solvent B; 29 min – 5% solvent B. The injection sample volume was 1.5 μL. The flow rate was 0.2 ml min^− 1^, and the eluent was monitored by MS. The analysis was performed in negative ESI mode. Scan range: 50–1500 m/z, end plate offset: − 500 V, capillary: 4500 V, nebulizer gas (N2): 1,2 bar, dry gas (N2): 10 L/min, dry temperature: 220 °C.

Qualitative analysis of GA content was performed using the frequency of each compound in the TGA found in the sample. The qualitative GA profile was calculated using the following formula:

$$ F\left[\%\right]=\frac{A_n}{A_{A\iota \iota}}\times 100\%, $$

where

*F* – Frequency of compounds

*A*_*n*_ – Area of analysis compound

*A*_*All*_ – Area of all GAs in the sample.

Quantitative analysis was performed using the GA standards α-solanine (ChemFaces, CFN90560), α-chaconine (ChemFaces, CFN00450), α-solamargine (ChemFaces, CFN90159), and α-solasonine (PhytoLab 83,271). To quantify the compounds, calibration curves for each GA standard were generated over the concentration range of 0.1 μg ml^− 1^ to 10 μg ml^− 1^. For leptine II, a curve for α-solanine was used due to the lack of a standard. The results are expressed in μg ml^− 1^ and take into account the percent recovery of each compound in relation to the control sample concentration.

### Protein extraction

Proteins were isolated from C and D as described in [49] with a minor modification. Then, 0.1 g of powdered tissue was suspended in 350 μl of the extraction buffer and incubated on ice for 30 min. Then, phenol solution (Roti®-Aqua-Phenol) was added in a 1:1 (v/v) ratio and incubated at room temperature for 10 min. The phenol phase was recovered twice by centrifugation at 4 °C, transferred to new tubes with extraction buffer 1:1 (v/v) and precipitated in cold methanol containing 0.1 M ammonium acetate 1:4 (v/v). The mixture was incubated overnight at − 20 °C and centrifuged at room temperature. The liquid phase was removed, and the pellet was washed once with 100% methanol pre-chilled to − 20 °C, centrifuged with 80% acetone, and centrifuged at the highest speed. The final protein pellet was air-dried and dissolved in 200 μl of 25 mM ammonium bicarbonate. The sample protein content was determined according to the method described by [50] using the bicinchoninic acid assay and bovine serum albumin as a standard. Five independent biological replicates were analysed in this study. A total of 120 μg of protein from each probe was sent to the Mass Spectrometry Laboratory at the Institute of Biochemistry and Biophysics, Polish Academy of Sciences (Warsaw, Poland), for nano-LC-MS-MS/MS (nanoliquid chromatography coupled to tandem mass spectrometry) analysis.

### Comparative analysis of differentially expressed proteins

Peptide mixtures were analysed by nano-LC-MS-MS/MS using a nano-Acquity (Waters) LC system and a Q-Exactive mass spectrometer (Thermo Electron Corp., San Jose, CA) with the same equipment, buffers and parameters like in [51]. The raw data were processed by Mascot Distiller followed by Mascot Search (Matrix Science, London, UK, on-site licence) against the UniProt *Solanum tuberosum* database (February 2018 release). The search parameters for precursor and product ion mass tolerances were 30 ppm and 0.1 Da, respectively enzyme specificity: trypsin and missed cleavage sites. Peptides with Mascot scores exceeding the threshold value corresponding to < 5% of the expectation value as calculated by the Mascot procedure were considered positively identified. Quantitative analysis was performed as described by [52]. Shortly, the mass calibration and data filtering described above were carried out like in [51]. At the end, lists of identified peptides with corresponding abundances were exported for statistical analysis carried out with in-house developed Diffprot Software (version 1.5.19; 3.01.2013) [53]. Prior to analysis, abundances were normalized with LOWESS. Proteins with more than 90% common peptides were clustered, and only peptides unique for the cluster were used for statistical analysis. Only proteins with q-values ≤0.05 were considered differentially expressed.

## Supplementary Information

**Additional file 1: Supplementary Table S1.** Average retention time (RT) and mass of compounds found in samples D and C.

**Additional file 2: Supplementary Figure S1.** Mass spectra of GAs found in samples C and D.

**Additional file 3: Supplementary Table S2.** All DEGs recognized after comparison D vs. C bulks, sorted by log2 FC.

**Additional file 4: Supplementary Table S3.** GO enrichement of DEGs in molecular function, biological processes and cellular compartments after comparison D vs C.

**Additional file 5: Supplementary Table S4.** Expression pattern of UDP-glucosytransferases and other genes engaged in GAs biosynthesis between the bulks D vs. C, sorted by Log2 FC.

**Additional file 6: Supplementary Table S5.** TGA content and PP in individuals of 15-1 population.

## Data Availability

All data analysed in this study are included in this published article and its supplementary files. All raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus [GEO] repository under the link [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155583] and Sequence Read Archive [SRA] repository under the link [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA650400]. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

CPB: Colorato Potato Beetle
DEGs: differentially expressed genes
DEPs: differentially expressed proteins
GAME: glycoalkaloids metabolism genes
GO: gene ontology
PLE: potato leaf extract
PP: phytotoxic potential
GAs: glycoalkaloids (measured by mass spectrometry)
TF: total flavonoids
TGA: total glycoalkaloids (measured colorimetrically)
TP: total phenolics

# Supplementary material for: Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents
**Source:** BMC Plant Biol. 2021 Jan 22;21:60. doi: 10.1186/s12870-021-02825-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table S1. Average retention time (RT) and mass of compounds found in samples D and C.

**Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents.**

Katarzyna Szajko^1^, Jarosław Ciekot^2^, Iwona Wasilewicz-Flis^1^, Waldemar Marczewski^1^, Dorota Sołtys-Kalina^1^*

Supplementary Table S1. Average retention time (RT) and mass of compounds found in samples D and C

| Number of  compound | Name of compound | Average RT [min] | Average masa [M-H]- |
| --- | --- | --- | --- |
|  | Bulk C |  |  |
| 1 | α-Solasonine | 11.86 | 882.489 |
| 2 | α-Solamargine | 11.94 | 866.493 |
| 3 | α-Solanine | 12.33 | 866.504 |
| 4 | α-Chaconine | 12.34 | 850.499 |
| 5 | Leptine II | 12.94 | 924.500 |
| Bulk D | | | |
| 1 | α-Solasonine | nd* | nd |
| 2 | α-Solamargine | 11.99 | 866.497 |
| 3 | α-Solanine | 12.4 | 866.500 |
| 4 | α-Chaconine | 12.42 | 850.498 |
| 5 | Leptine II | 13.01 | 924.498 |

nd – not detected

# Supplementary material for: Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents
**Source:** BMC Plant Biol. 2021 Jan 22;21:60. doi: 10.1186/s12870-021-02825-w

**Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents.**

Katarzyna Szajko<sup>1</sup>, Jarosław Ciekot<sup>2</sup>, Iwona Wasilewicz-Flis<sup>1</sup>, Waldemar Marczewski<sup>1</sup>,  
Dorota Sołtys-Kalina<sup>1\*</sup>

**Supplementary Figure S1.** Mass spectra of GAs found in samples C and D

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\C I\_GA7\_01\_5950.d  
Method Metoda neg bez UV short.m  
Sample Name C I  
Comment

Acquisition Date 2019-09-28 16:26:07

Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

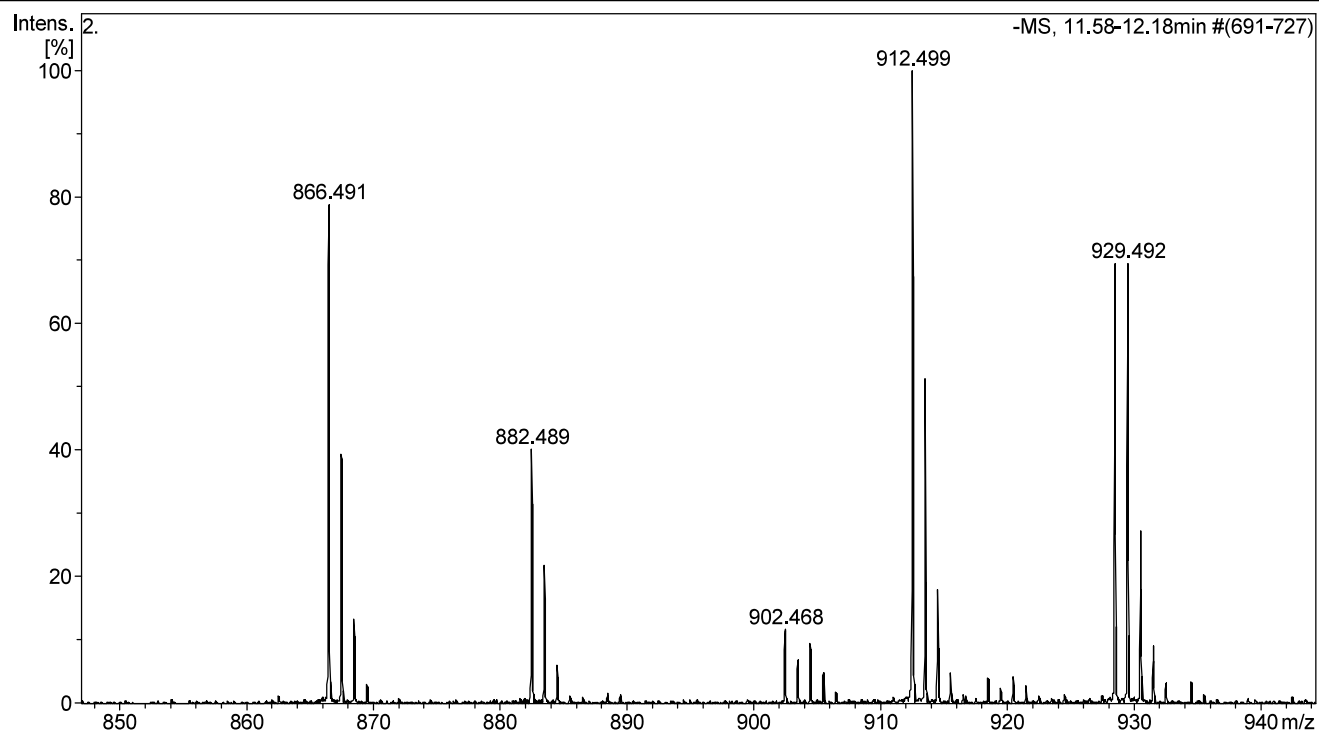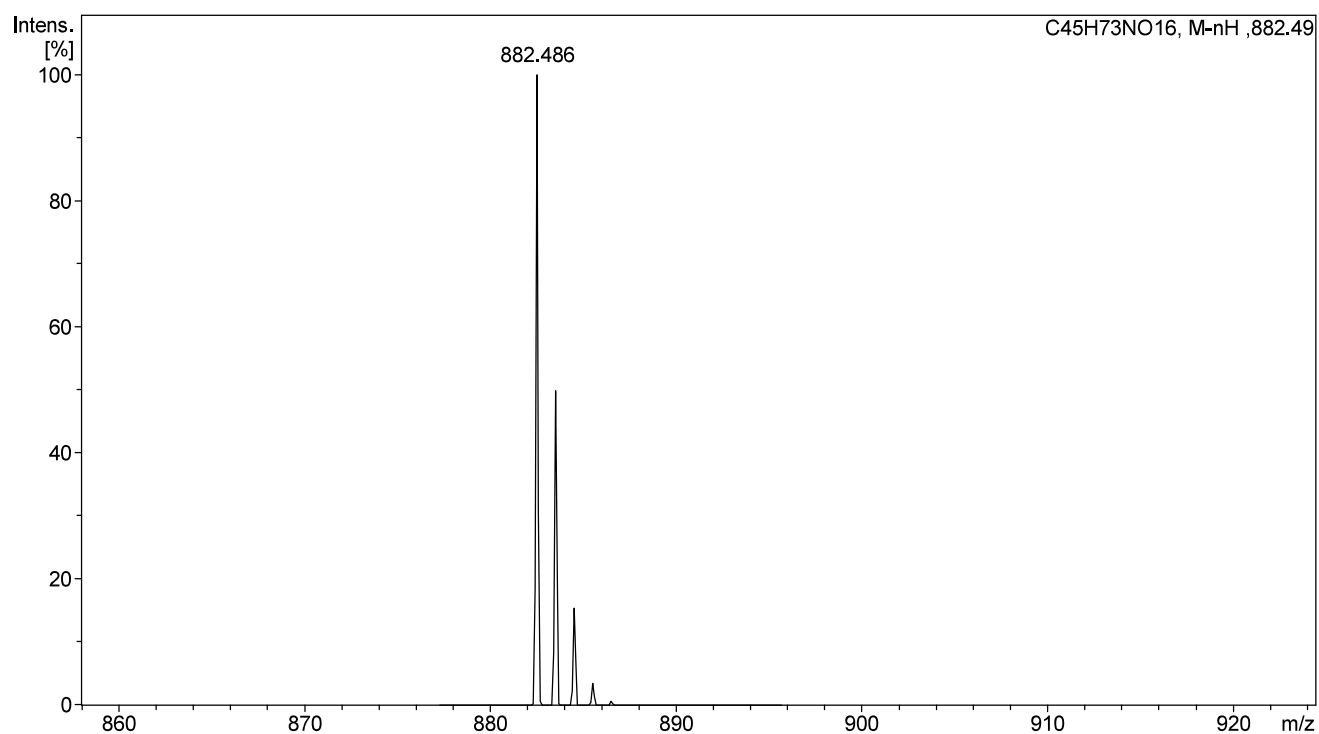

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\C I\_GA7\_01\_5950.d  
Method Metoda neg bez UV short.m  
Sample Name C I  
Comment

Acquisition Date 2019-09-28 16:26:07

Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

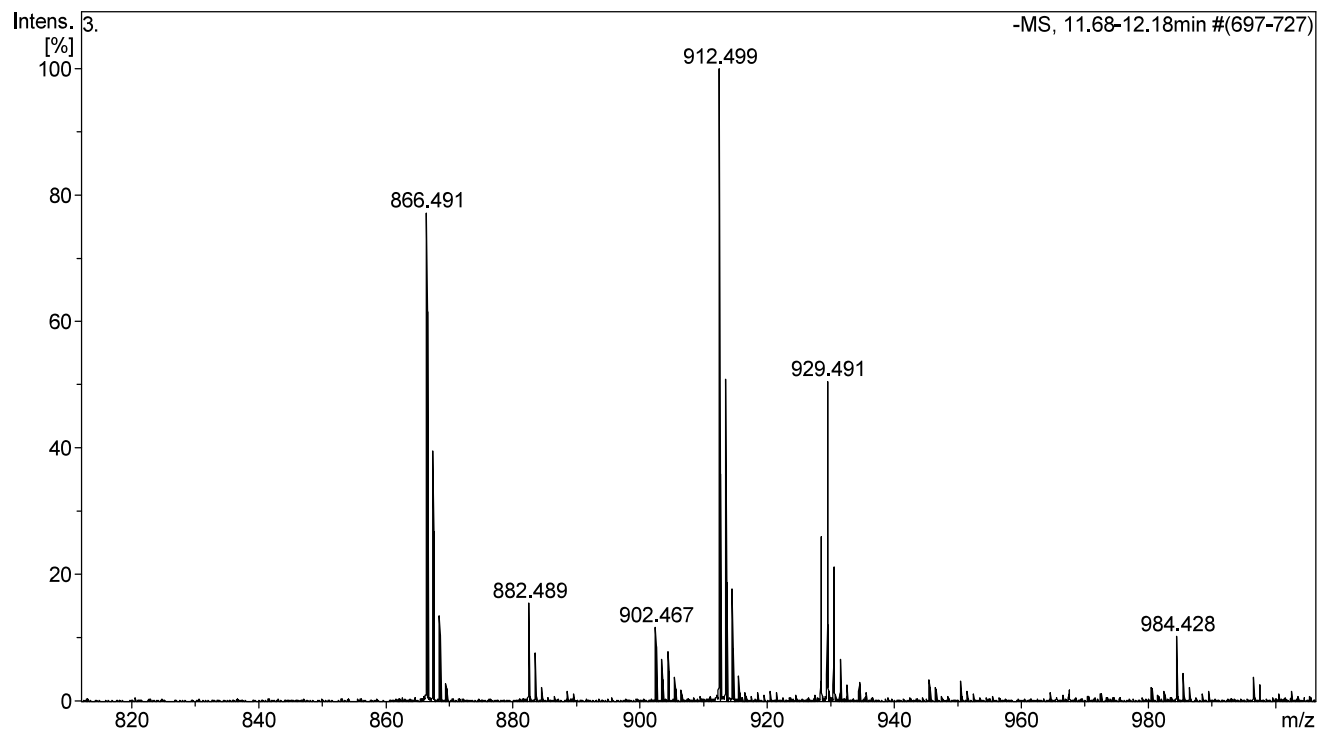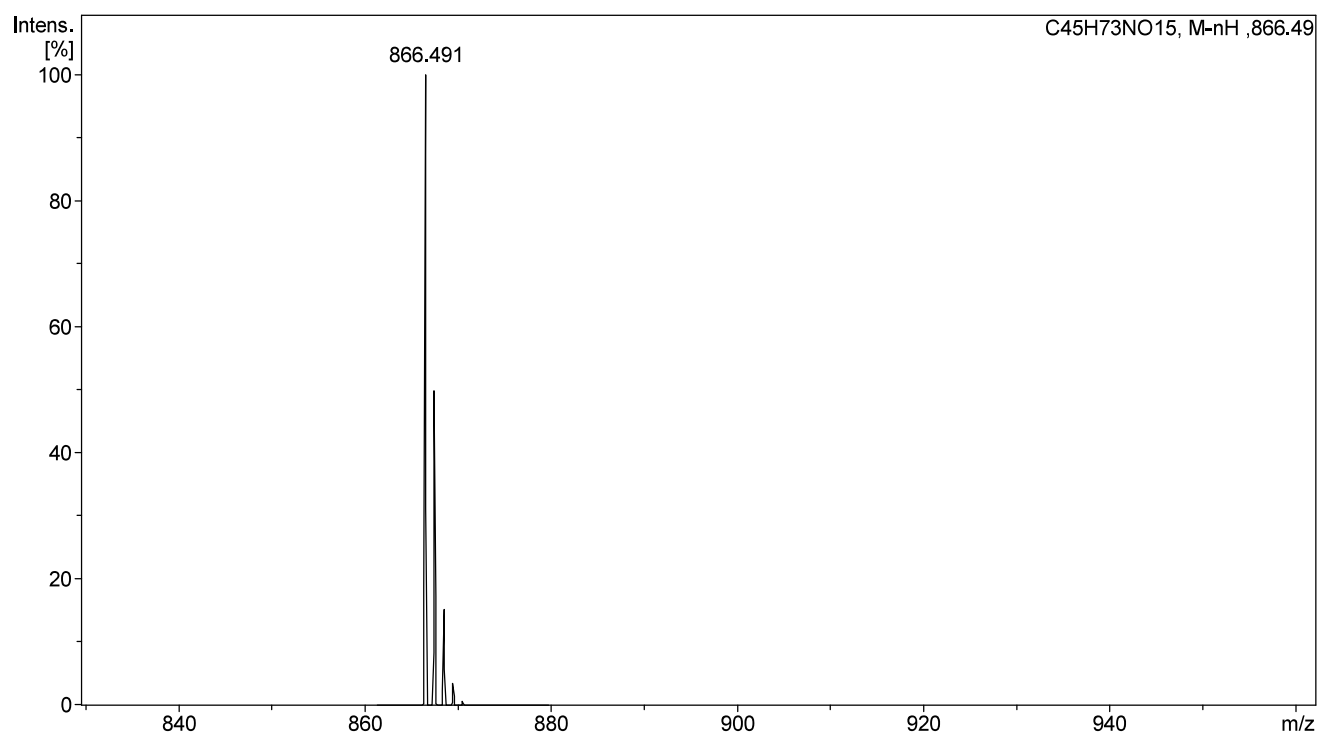

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\C I\_GA7\_01\_5950.d  
Method Metoda neg bez UV short.m  
Sample Name C I  
Comment

Acquisition Date 2019-09-28 16:26:07  
Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

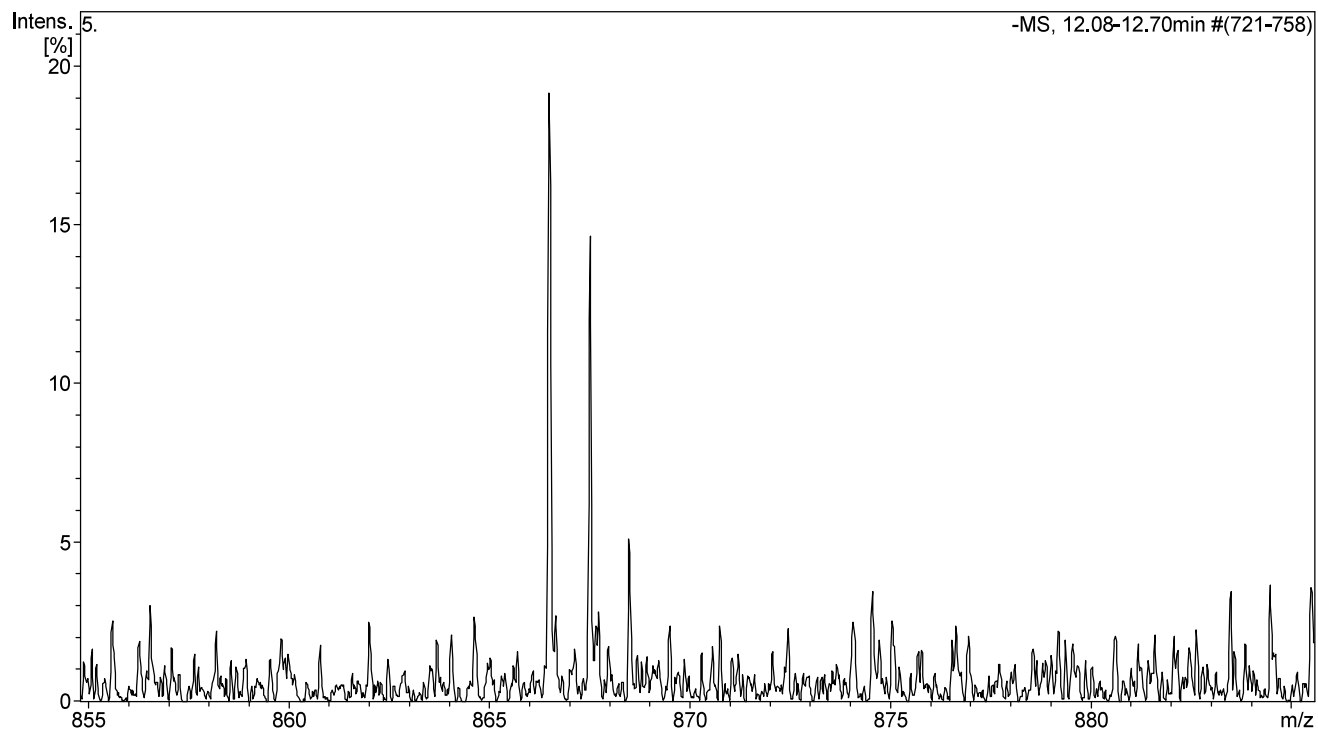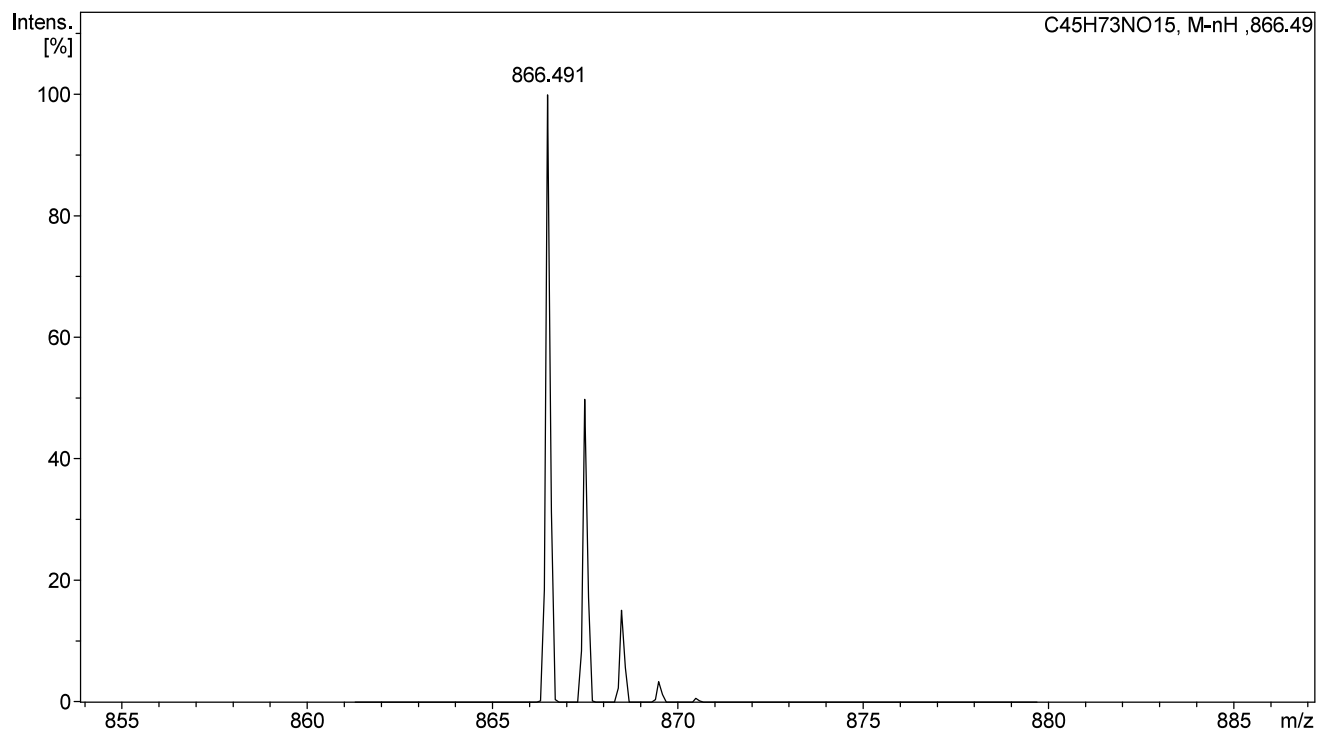

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\C I\_GA7\_01\_5950.d  
Method Metoda neg bez UV short.m  
Sample Name C I  
Comment

Acquisition Date 2019-09-28 16:26:07  
Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

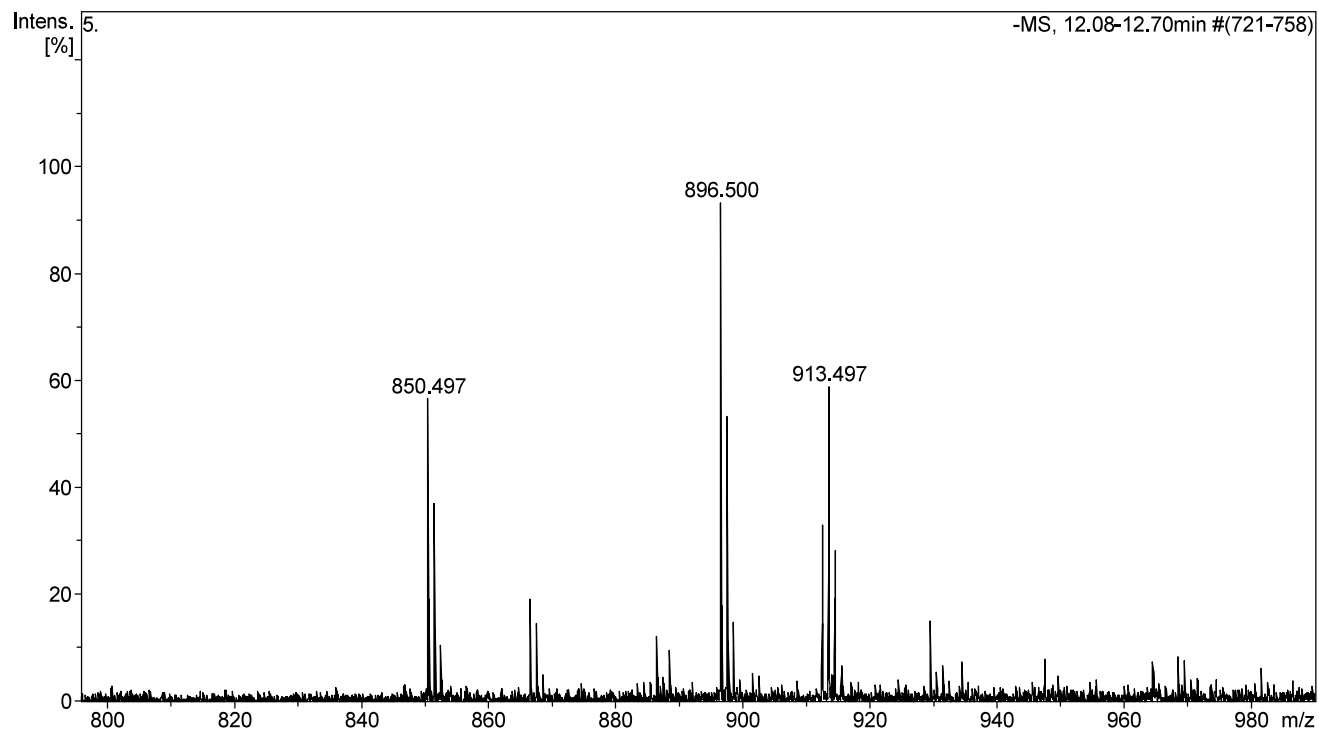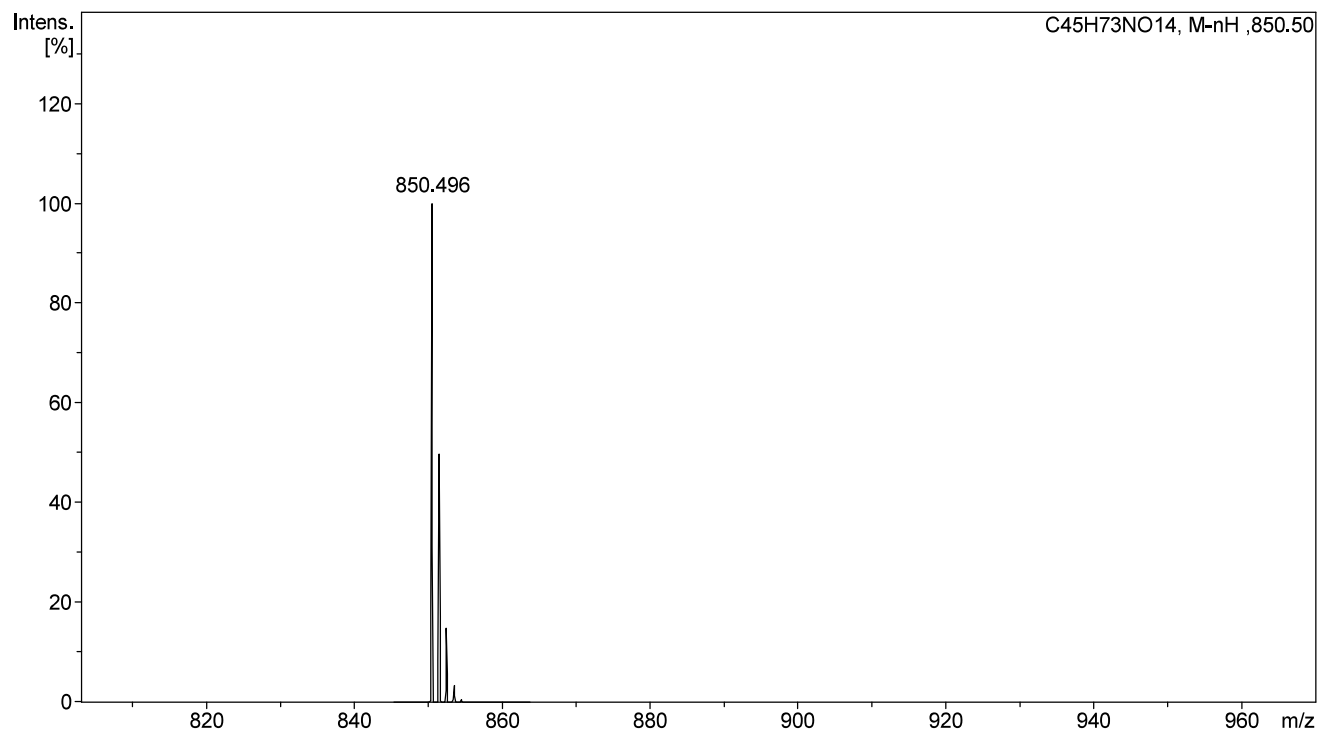

Display Report

|                      |                                      |                                      |                     |
|----------------------|--------------------------------------|--------------------------------------|---------------------|
| <b>Analysis Info</b> |                                      | Acquisition Date 2019-09-29 00:25:32 |                     |
| Analysis Name        | Z:\Backup\Ekstrakty\DI_GC6_01_5965.d | Operator                             | JC                  |
| Method               | Metoda neg bez UV short.m            | Instrument                           | micrOTOF-Q II 10329 |
| Sample Name          | DI                                   |                                      |                     |
| Comment              |                                      |                                      |                     |

|                              |            |                       |           |                  |            |
|------------------------------|------------|-----------------------|-----------|------------------|------------|
| <b>Acquisition Parameter</b> |            |                       |           |                  |            |
| Source Type                  | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus                        | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin                   | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End                     | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

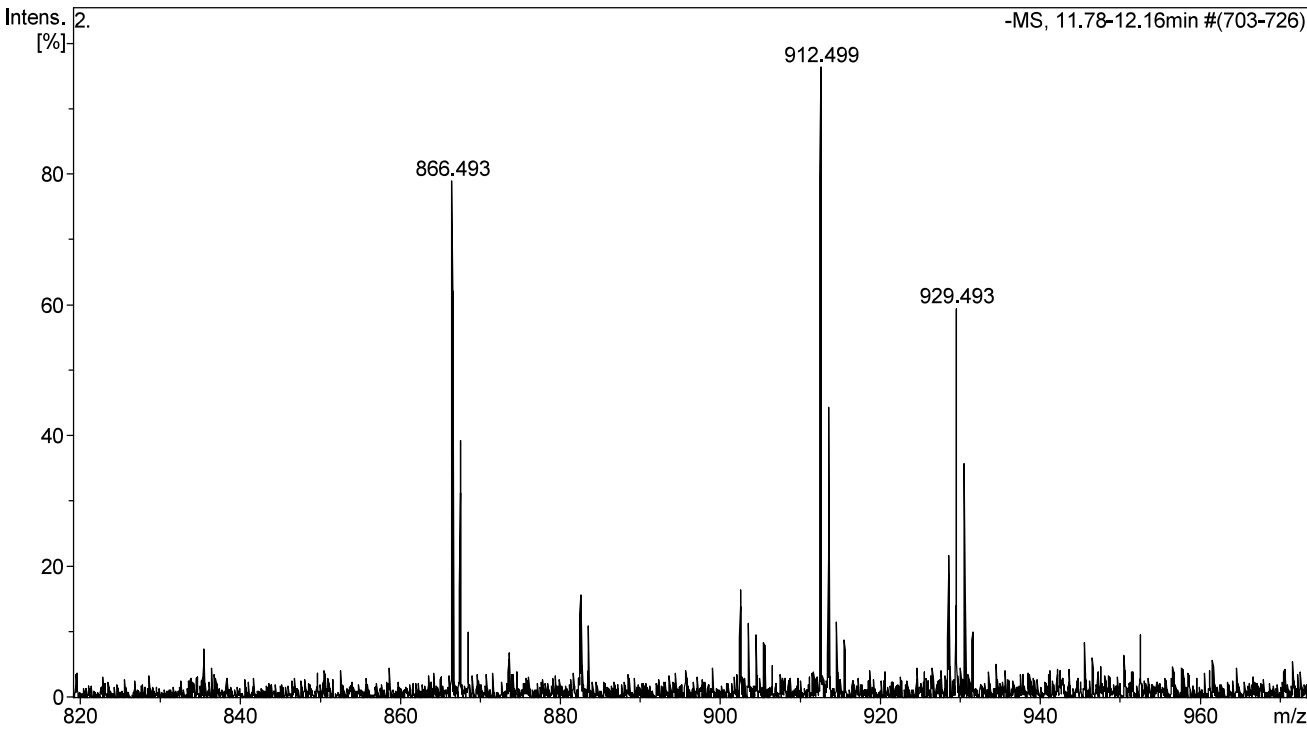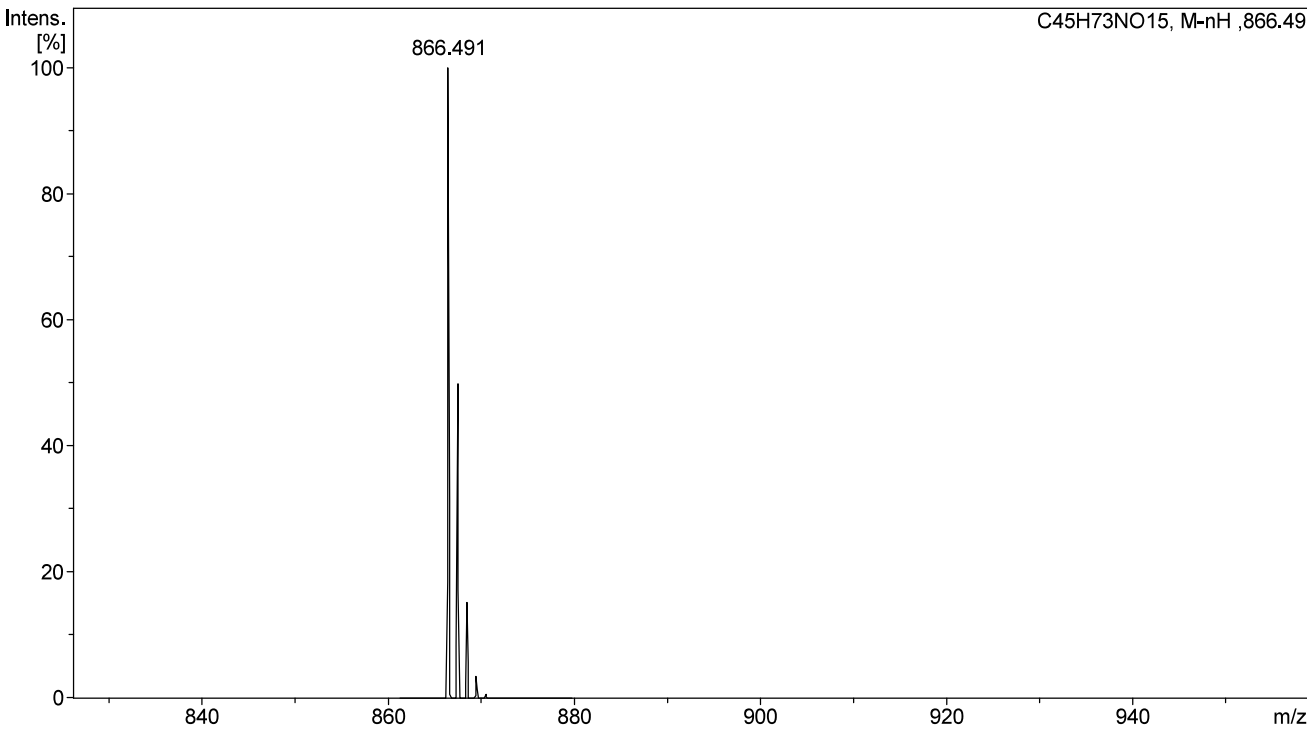

Display Report

|               |                                      |                                      |                     |
|---------------|--------------------------------------|--------------------------------------|---------------------|
| Analysis Info |                                      | Acquisition Date 2019-09-29 00:25:32 |                     |
| Analysis Name | Z:\Backup\Ekstrakty\DI_GC6_01_5965.d | Operator                             | JC                  |
| Method        | Metoda neg bez UV short.m            | Instrument                           | micrOTOF-Q II 10329 |
| Sample Name   | DI                                   |                                      |                     |
| Comment       |                                      |                                      |                     |

|                       |            |                       |           |                  |            |
|-----------------------|------------|-----------------------|-----------|------------------|------------|
| Acquisition Parameter |            |                       |           |                  |            |
| Source Type           | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus                 | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin            | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End              | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

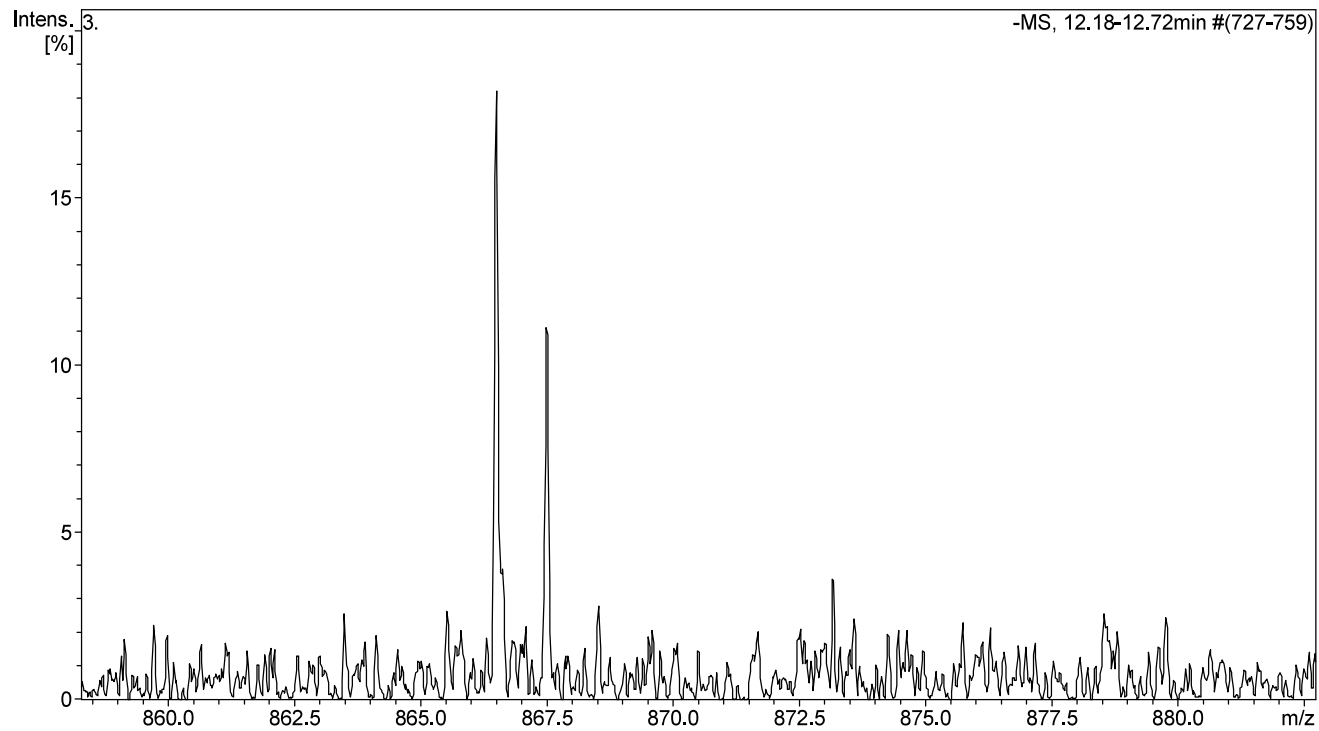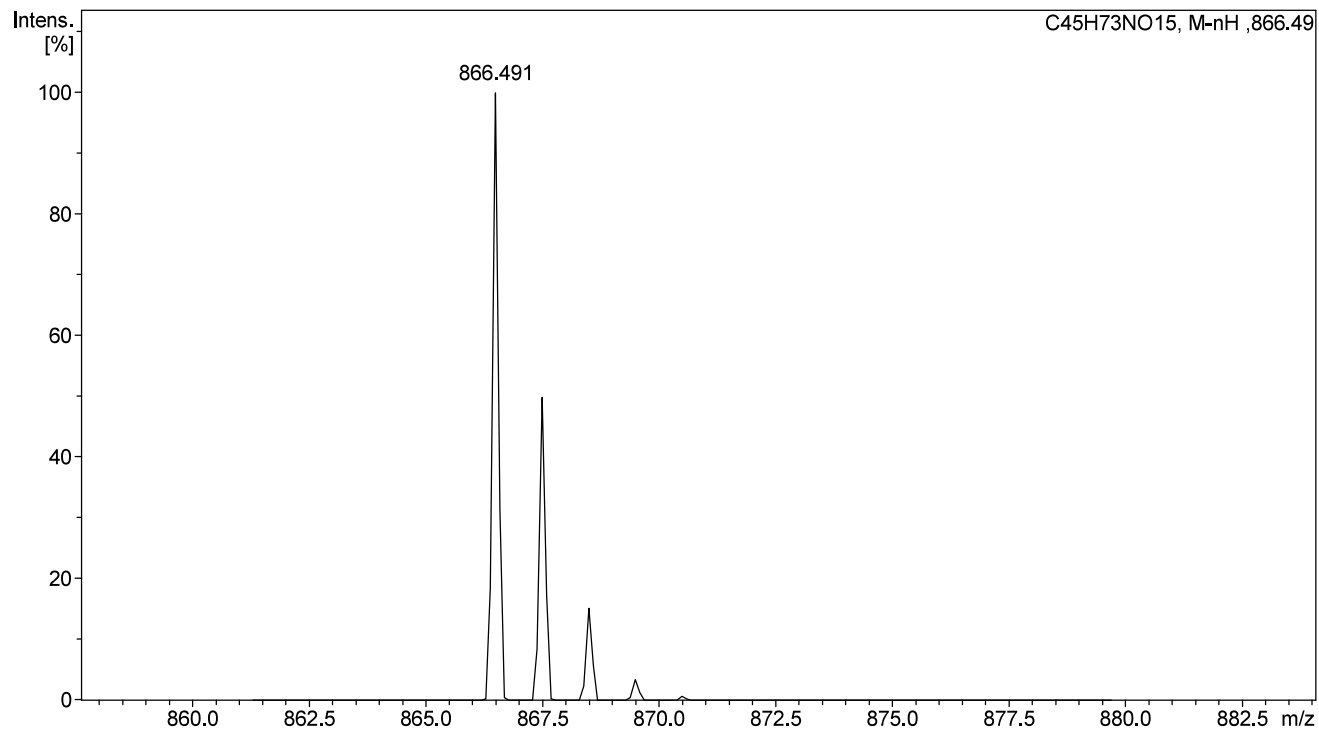

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\DI\_GC6\_01\_5965.d  
Method Metoda neg bez UV short.m  
Sample Name D I  
Comment

Acquisition Date 2019-09-29 00:25:32

Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

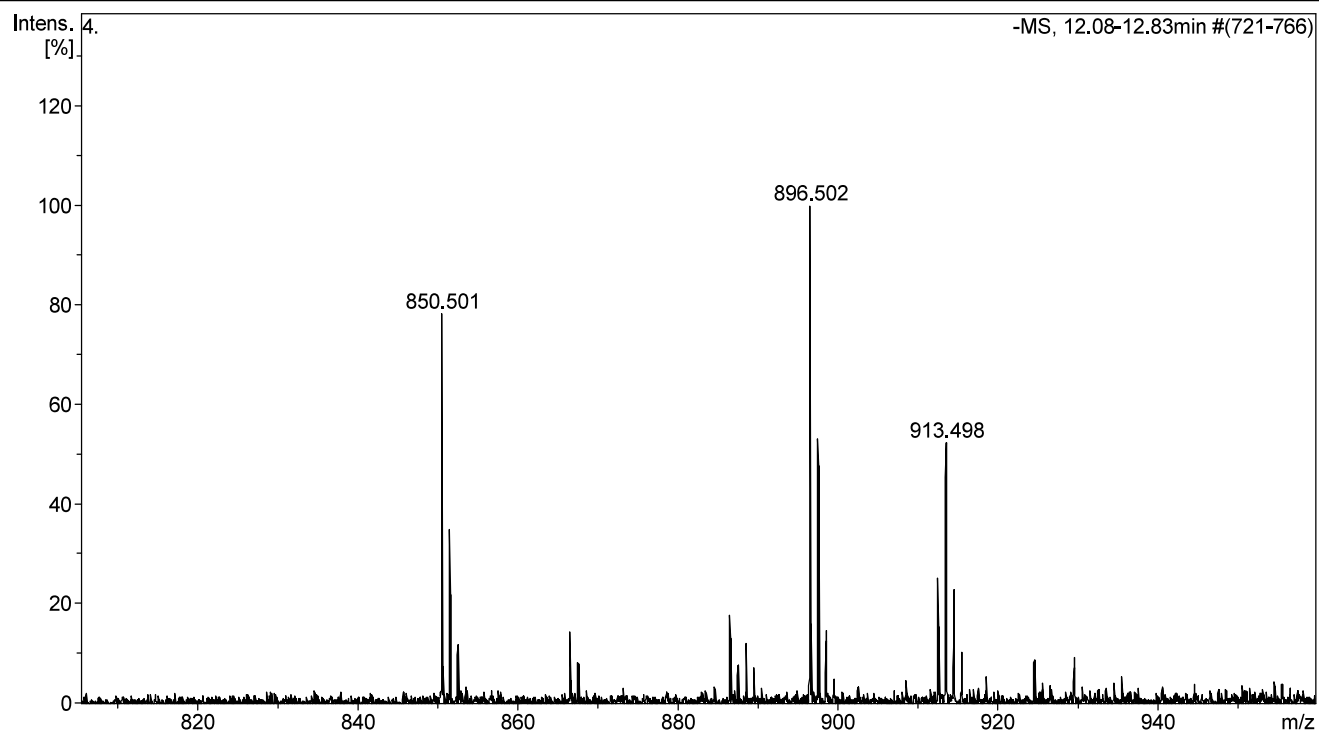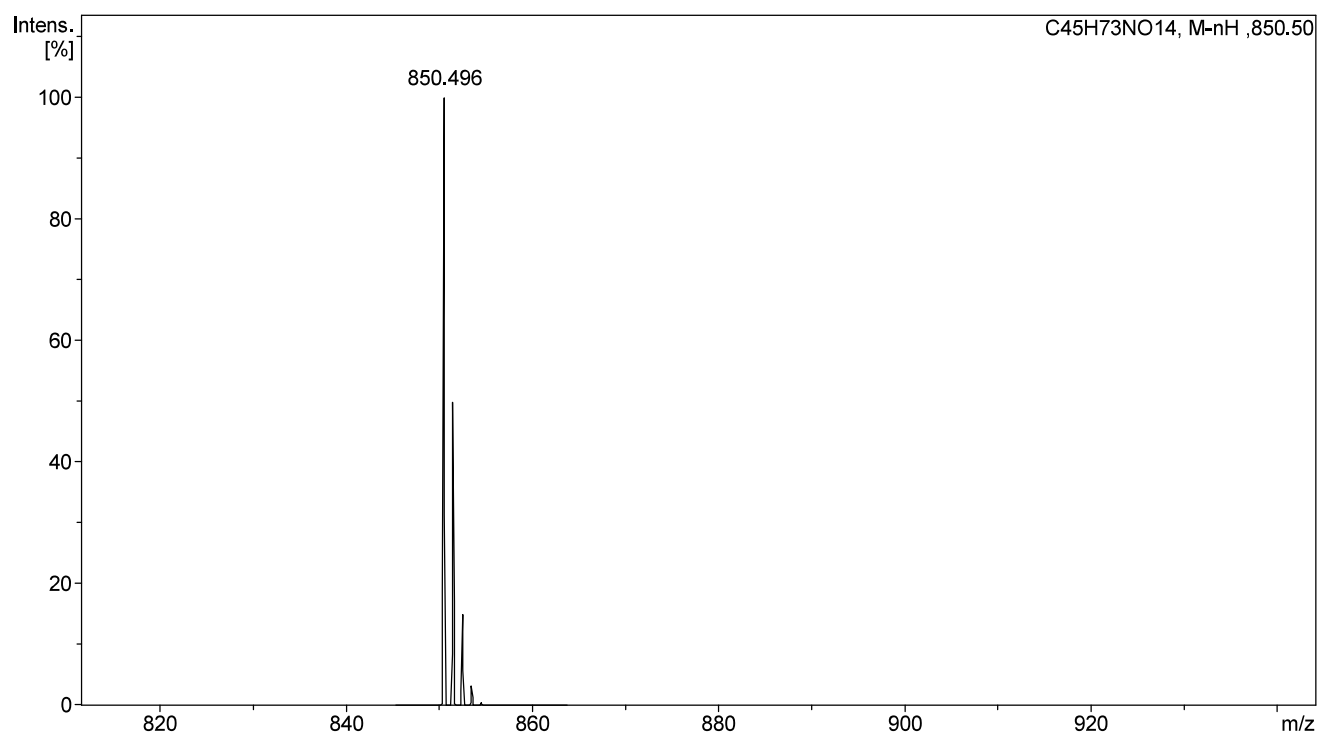

## Display Report

## Analysis Info

Analysis Name Z:\Backup\Ekstrakty\DI\_GC6\_01\_5965.d  
Method Metoda neg bez UV short.m  
Sample Name D I  
Comment

Acquisition Date 2019-09-29 00:25:32

Operator JC  
Instrument micrOTOF-Q II 10329

## Acquisition Parameter

|             |            |                       |           |                  |            |
|-------------|------------|-----------------------|-----------|------------------|------------|
| Source Type | ESI        | Ion Polarity          | Negative  | Set Nebulizer    | 1.0 Bar    |
| Focus       | Not active | Set Capillary         | 4500 V    | Set Dry Heater   | 220 °C     |
| Scan Begin  | 50 m/z     | Set End Plate Offset  | -500 V    | Set Dry Gas      | 10.0 l/min |
| Scan End    | 1500 m/z   | Set Collision Cell RF | 150.0 Vpp | Set Divert Valve | Source     |

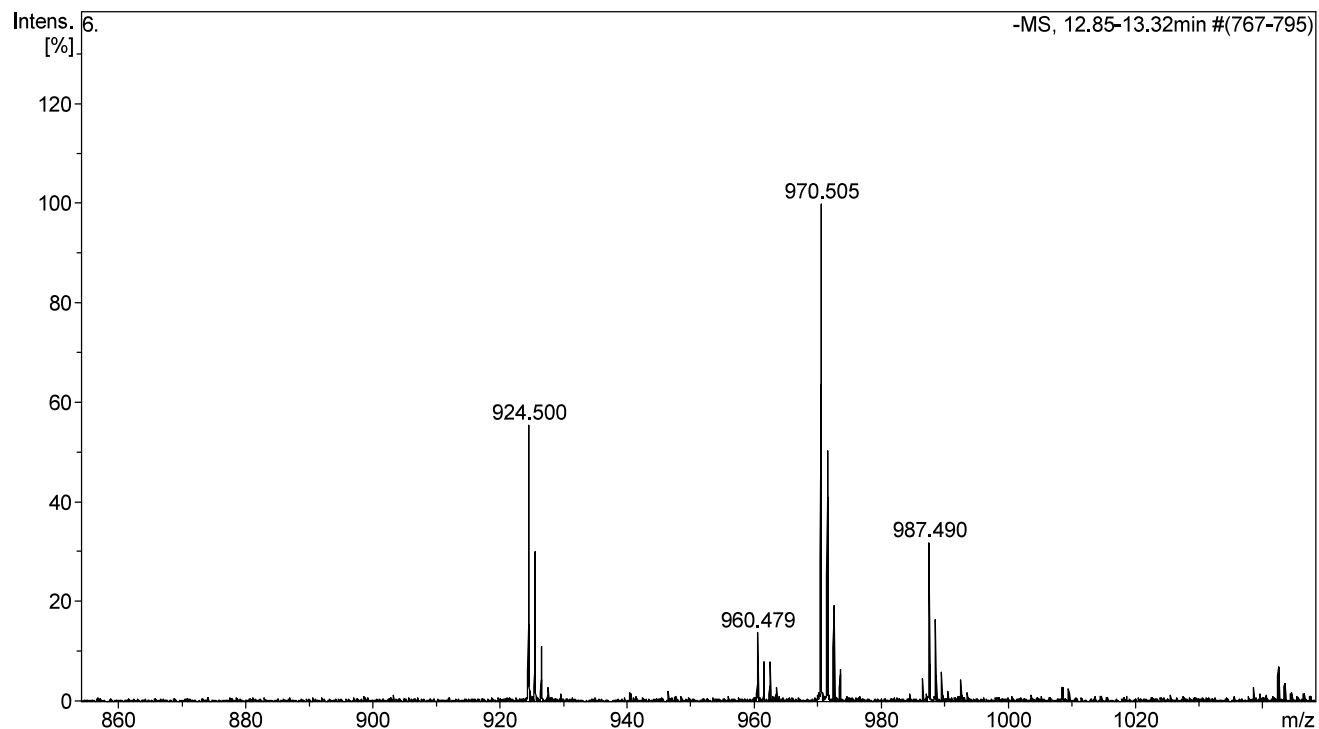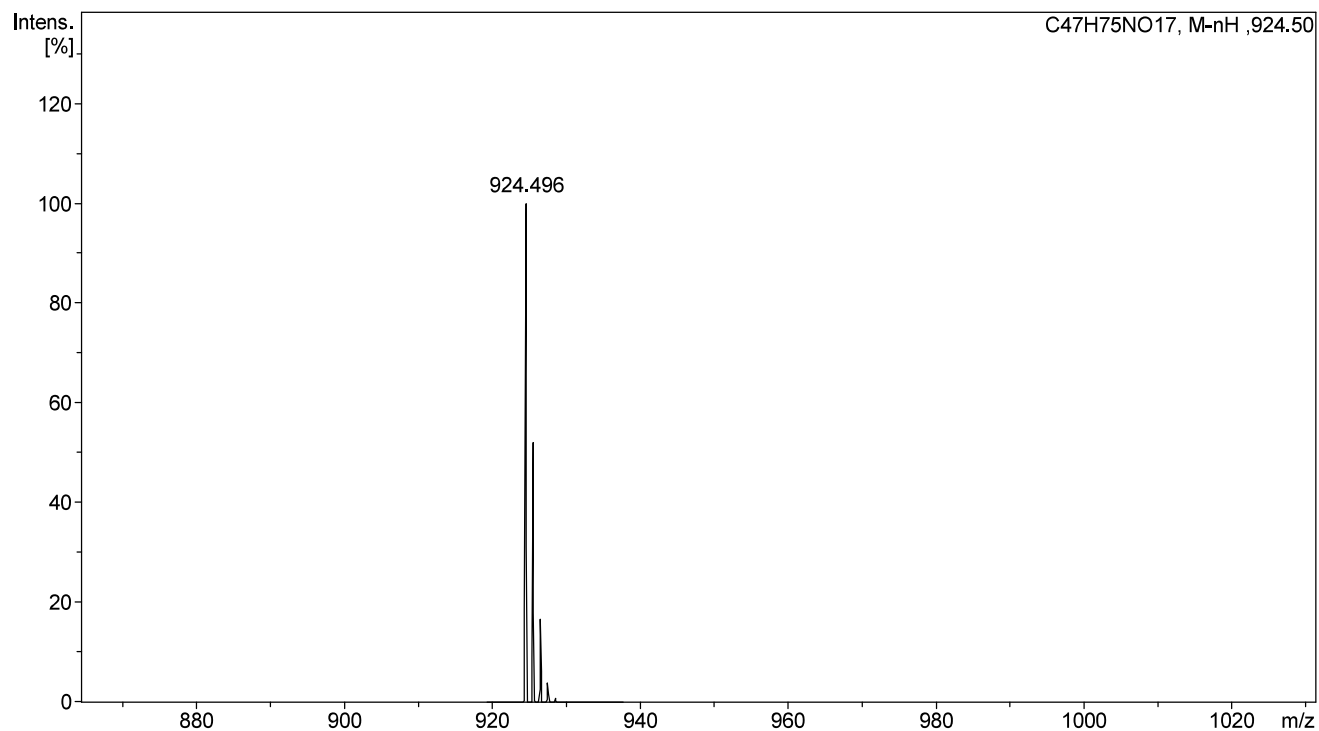

**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Figure S1. Mass spectra of GAs found in samples C and D.

# Supplementary material for: Transcriptional and proteomic insights into phytotoxic activity of interspecific potato hybrids with low glycoalkaloid contents
**Source:** BMC Plant Biol. 2021 Jan 22;21:60. doi: 10.1186/s12870-021-02825-w
**Supplement:** Supplementary file 5 — Additional file 5: Supplementary Table S4. Expression pattern of UDP-glucosytransferases and other genes engaged in GAs biosynthesis between the bulks D vs. C, sorted by Log2 FC.

Supplementary Table S4. Expression pattern of UDP-glucosytransferases and other genes* engaged in GAs biosynthesis between the bulks D vs. C, sorted by Log2 FC

| **Locus** | **log2 FC** | **FDR** | | **Product** | |  |
| --- | --- | --- | --- | --- | --- | --- |
| LOC102584658 | -3.01 | | 1.21454E-06 | | UDP-glycosyltransferase 90A1-like | |
| LOC102579078 | -1.37 | | 8.22628E-16 | | UDP-glycosyltransferase 89B2-like | |
| LOC107059319 | -1.22 | | 3.66624E-06 | | UDP-glycosyltransferase 86A1-like | |
| LOC107059441 | -1.21 | | 0.0008462 | | UDP-glycosyltransferase 86A1-like | |
| LOC102578982 | -1.19 | | 3.27837E-17 | | UDP-glycosyltransferase 86A1-like | |
| LOC102590649 | -0.98 | | 1.45689E-06 | | UDP-glycosyltransferase 92A1-like | |
| LOC102600509 | -0.96 | | 2.0451E-11 | | UDP-glycosyltransferase 86A1-like | |
| LOC102599178 | -0.95 | | 3.76124E-08 | | UDP-glycosyltransferase 91A1-like | |
| LOC102592659 | -0.87 | | 0.000343603 | | UDP-glycosyltransferase 90A1-like | |
| LOC102592932 | -0.86 | | 0.001432503 | | UDP-glycosyltransferase 73C1-like | |
| LOC102592777 | -0.83 | | 0.000605113 | | UDP-glycosyltransferase 86A1-like | |
| LOC102582377 | -0.82 | | 0.007069654 | | UDP-glycosyltransferase 73C3-like | |
| LOC107062557 | -0.74 | | 2.06596E-12 | | UDP-glycosyltransferase 90A1-like. transcript variant X1 | |
| LOC102606101 | -0.66 | | 8.12624E-07 | | UDP-glycosyltransferase 74F2-like | |
| LOC102594178 | -0.63 | | 0.000184432 | | UDP-glycosyltransferase 74E2-like | |
| LOC102579484 | -0.63 | | 3.06488E-07 | | protein SGT1 homolog A-like. transcript variant X2 | |
| LOC102583510 | -0.43 | | 0.047676366 | | UDP-glycosyltransferase 87A2-like | |
| LOC102593972 | -0.36 | | 0.014300153 | | UDP-glycosyltransferase 73C3-like | |
| LOC102600382 | 0.43 | | 0.031165619 | | UDP-glycosyltransferase 79B6-like | |
| LOC102579214 | 0.48 | | 0.005470566 | | UDP-glycosyltransferase 89A2-like | |
| LOC102583835 | 0.63 | | 2.57156E-07 | | UDP-glycosyltransferase 87A2-like | |
| LOC102577928 | 0.69 | | 0.040547647 | | rhamnose:beta-solanine/beta-chaconine rhamnosyltransferase | |
| LOC102596452 | 1.05 | | 1.42977E-07 | | UDP-glycosyltransferase 91C1 | |

*selected based on FDR<0.05 from RNA-seq experiment

How the deposited data were processed for this re-analysis (not part of the article)

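RNA from leaves of bulks C and D was sequenced by the authors in libraries of 100-bp paired-end reads. The authors removed adaptor sequences and low-quality reads, aligned the rest to the SolTub_3.0 assembly with TopHat 2.0.9 and Bowtie 2.1.0, and deposited the raw counts of reads per gene that HTSeq 0.5.3 gave, in one table with 5 columns used here, 3 of C and 2 of D. The values are counts, not normalized by the authors, and all 163840 of them were checked to be whole and not negative. Because the table separates its fields with semicolons, the unit of its columns could not be checked by the usual code and was entered as another unit. For this reason the planned edgeR quasi-likelihood test was replaced by limma's voom method, chosen after its calls and those of limma-trend had been seen, and DESeq2, planned as an alternative, was not run.

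The header of the table names 7 libraries over 7 fields, of which the first holds gene names. The names were read as standing 1 field to the left of their counts, a reading settled by the paper's Additional File 3 and not by the names alone. It rests on comparing values: over 490 genes the median absolute difference from the paper's log2 FC was 0.059 with the names moved and 0.400 with the names as they stand. C1, C2, D1 and D2 keep their bulk under both readings, and C3 does not. The replicate numbers follow from the order of the header. Of the count columns, 1 was not used, and the third library of D is not analysed here. In the first looks at the table the unused column was read too, when every choice of 3 columns for C was compared with the paper's log2 FCs. No result given here uses it.

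Depth was 22070364 to 22769554 counts per library. At this depth the floor of 3 counts corresponds to 0.136 CPM in C and 0.128 CPM in D, and a fold against a bulk whose libraries all stood at or under it is given as a lower bound. Intervals and floors cover counting error only.

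Library sizes were scaled by TMM and, as an alternative, by the median of ratios, both written anew in R 4.3.3. Genes were tested with limma 3.58.1 (voom weights, moderated statistics, Benjamini-Hochberg adjustment over all tested genes). A gene was tested when it had at least 10 counts, scaled to the median library (0.442 CPM), in at least 2 libraries and at least 15 counts in all, which held for 19630 of 32768 genes. CPM values are on the TMM-scaled library sizes. The test was tried on simulated counts drawn from the means and sizes of the real libraries, in which 200 genes were changed. Of these, 193 were called in the right direction, 8 of the unchanged genes among 19387 tested were called, and none of 19386 was called when no gene was changed. The simulation held all genes at one dispersion, 0.0033. Its changed genes had an absolute log2 FC of at least 1, whereas the median of the 6721 real calls was 0.61. Smaller changes, and changes in as many as 34.2% of the tested genes, were not simulated. Permutation steps were tested on directions drawn at random and in runs.

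The genes named are those of Table 2 and Additional File 5, the trans-resveratrol di-O-methyltransferase loci, the genes of the Table 3 proteins, and the 5 called genes with the largest log2 FC in each direction among those with a mean of at least 100 counts and bulks that did not overlap, a rule set before the data were examined. Of these 75 genes 72 were tested. Gene symbols were matched to the RefSeq annotation of SolTub_3.0 for 32736 of 32768 genes. The annotation table gives neither product names nor scaffolds, so gene sets by product name were not tested, and scaffolds were taken from the order of its rows, where a fall in the start position opens a new scaffold. Over 2979 genes this split none of the 663 scaffolds named in Additional File 3 and joined 2 scaffolds in 5 of 658 blocks. Additional File 3 was used in part, 1998 upregulated and 996 downregulated rows of the 23836 transcripts the paper counts, and no overlap or set test was run on it.

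The alternatives were the size factors, 2 other filters on low counts, the replicate number as a block, each library left out in turn, and stricter thresholds. With a library of D left out only 1 remained, and no test was made. The limma-trend method, the header read as it stands, the distance between called genes, the median-of-ratios factors and a shift of all log2 FCs for neighbouring genes, and the thinning of libraries to one size were added after the data were seen. So were the correlation of protein with transcript, the GO terms, the genes read in one bulk only and the scaffold counts. Calculations outside R used Python 3.11.15 with scipy 1.17.1.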

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

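Apart from limma-trend, the header as it stands, and for neighbouring genes the distance, the other size factors and a shift of all genes, all of which were added after seeing the data, the alternatives were set before the data were examined. With median-of-ratios size factors 3120 transcripts were higher in C and 3523 higher in D, and 6545 of the 6721 called transcripts stayed called in the same direction. With limma-trend the counts were 3085 and 3489. Neither the filter of at least 10 counts in every library (2805 and 3259) nor no filter (2959 and 3690) moved them by more than 1.5 times. An adjusted p-value of 0.01 left 1674 and 2271, and an absolute log2 FC of at least 1 left 505 and 1317. Both follow from the stricter threshold. Across the 3 fits that each left out one library of C, from 2016 to 3057 transcripts were higher in C and from 2558 to 3764 higher in D. The lowest counts came without C3, and no call changed its sign.

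The libraries of C and D share the replicate numbers 1 and 2. Deviations of C1 from C2 and of D1 from D2 were correlated at r = -0.57 over 11264 genes, so libraries with the same number did not deviate together. They deviated in opposite directions, and what lies behind this was not tested. Neither the paper nor the labels give a batch that a number marks. With the replicate number as a block, in which C3 stands alone and adds nothing, 1364 transcripts were higher in C and 2042 higher in D, and of the genes of Additional File 5 11 were higher in D.

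With the header names as they stand, C2 and C3 against D1, D2 and D3 and without the column named C1, 0 transcripts were called in either direction, with 865 at an unadjusted p-value under 0.05, against 8568 in the reading used. Accordingly 0 of the genes of Table 2 and Additional File 5, 0 of the trans-resveratrol di-O-methyltransferase loci and 0 of the protein transcripts were called. The fit without C3 uses only libraries that keep their bulk under both readings, and there 4574 transcripts were called.

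Under the filter of at least 10 counts in every library 0 of the Table 2 genes higher in C and 0 of those higher in D were called, because each has libraries under that count and was not tested. Across the fits without one library of C, from 7 to 10 of the Table 2 genes were called higher in C, the rest being left untested by the filter. Without a filter, 5 trans-resveratrol di-O-methyltransferase loci were called higher in C in place of 3, since loci with few reads were then tested. The number of proteins with a called transcript in the same direction ran from 12 to 17 over the alternatives other than the header.

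Of the single genes named, the calls that were lost lay in Additional File 5 and among the protein transcripts, mostly under the block (13 genes), without C2 (5) and without C3 (5). With the header as it stands 66 genes lost their call and 1 gene, LOC102593679, changed its sign, to a log2 FC of 0.034 (adjusted p = 0.960, limma voom). Left-out libraries of D gave values without a test.

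The share of neighbouring called genes with the same direction, 54.6%, was 51.3% for genes 10 apart. The relation of phytotoxic potential to TGA content, r = -0.12 over all F1 individuals, was r = 0.42 where TGA content was under 5 µg per ml; the cause was not tested.

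Not run were edgeR's test, both DESeq2 alternatives, the fit without D3, calls without a library of D, the gene sets by product name with their alternatives, and neighbouring genes whose product names differ. With 2 libraries of D the spread within D rests on 1 difference per gene, which limits every comparison above.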

Differences from the paper's values

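Because the paper's own values settled which column belongs to which library, closeness of the log2 FCs below to the paper's is no independent check. The paper counts 3125 upregulated and 3479 downregulated transcripts, and 3043 and 3678 were found here. The paper used 3 replications of each bulk and the DESeq package, whereas here D3 is not analysed and the test is limma's voom method. All differences below are between these unlike samples and tests.

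Of 24 log2 FCs compared with Table 2 and Additional File 5, 3 differed by more than the spread between replicates. The other 19 genes of Table 2 are known here only by a lower bound and were not compared with that spread. For the UDP-glycosyltransferase 92A1-like gene LOC102590649 the log2 FC was -0.81 against the paper's -0.98, for the 91A1-like gene LOC102599178 it was -0.81 against the paper's -0.95, and for the 86A1-like gene LOC102592777 it was -0.67 against the paper's -0.83. None of the alternatives set before the data were examined closed the gap for the first pair. For LOC102592777 the value without C1, -0.73, fell within the spread, and the other alternatives did not.

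Of the 23 genes that the paper lists in Additional File 5 as past its threshold, 21 were past it here. LOC102600382 (adjusted p = 0.0593, limma voom) and the rhamnosyltransferase gene LOC102577928 (adjusted p = 0.121, limma voom) were not.

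The paper states that the protein profiles do not correspond to gene expression. Here 17 of the 20 DEPs matched to a gene had a transcript called in the direction of the protein and 0 in the opposite direction. The 13 DEPs without a match, all more abundant in D, were not compared. The paper compares Table 2 with Table 3, and these share no matched gene. The paper names threonine dehydratase as one DEG whose protein was increased in D. The transcript of that name in Table 2 is LOC102583664, and the accession of the protein leads to TD, a different gene, which was also called lower in C.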

Other observations

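The tests on the header, on genes with reads in one bulk only, on the distance between neighbouring genes and a shift of all genes and on the scaffolds described below were chosen after the result was seen.

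The real grouping of the libraries was 1 of the 10 ways to divide the 5 libraries into 3 and 2, and only it gave as many called transcripts. The other 9 gave at most 0 at an adjusted p-value of 0.05 (limma voom, Benjamini-Hochberg), and from 10 to 2274 at an unadjusted p-value under 0.05. With 10 divisions the share cannot fall under 0.1, so this count decides nothing about chance. Values that do not come from the libraries argue against chance: of the 20 matched DEPs, measured separately, 17 had a transcript called in the direction of the protein, against a mean of 5.38 in random lists (one-sided permutation p = 0.0001). Genes that move together make this p-value too small by an amount that was not estimated.

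Under the header as it stands, the column named D1 would be a library of D. Its squared differences from the columns named D2 and D3 were 14.7 and 20.9 times the sampling noise, against 5.04 times between those 2 columns, and 4.70 and 2.53 times from the columns named C2 and C3. These values do not use the paper's table and argue against the names standing over their own counts. A mislabelled library is not ruled out by them.

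Genes read in one bulk only were mostly read in D. With at least 50 counts in every library of one bulk and at most 3 in every library of the other, 38 genes were read only in D and 2 only in C. The split was 92 against 5 with a minimum of 20 counts and 12 against 1 with a minimum of 100. After TMM scaling the mean library size was 22030120 in C and 23413769 in D. When the reads of each library were thinned at random to the smallest scaled size, 29 to 36 genes were read only in D and 2 only in C over 100 draws, so unequal depth does not account for the excess. Apart from genes of Table 2, those read in D include the probable polygalacturonase LOC102581240 (2, 3 and 3 reads in C, 369 and 408 in D), laccase-12 (LOC102579330), laccase-7-like (LOC102582004) and GDSL esterase/lipase genes, which were picked out after their values were seen. Whether genotype, leaf age or another difference between the pools lies behind the excess was not tested.

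Called genes that are neighbours on a scaffold moved in the same direction more often than chance. Of 5991 pairs of nearest called genes 54.6% shared a direction, against 50.4% in 10000 permutations of the directions (one-sided permutation p = 0.0001, the smallest value they can give). An excess remained when all log2 FCs were shifted, and it was smaller with 0.2 taken away. With 0.2 added to every log2 FC the share was 65.9% against 60.5% in permutations. With 0.2 taken away it was 72.4% against 70.4% (permutation p = 0.0001 for both). The permutations keep the balance of directions, so a shift of all genes moves both shares together. These values therefore cannot decide whether such a shift lies behind the excess. The excess faded with distance. The share was 52.3% for called genes 2 apart (permutation p = 0.004) and 50.7% for 5 apart (permutation p = 0.377). For genes 10 apart it was 51.3% (permutation p = 0.162), where the median distance was 378 kb. A fall over such short distances is what reads shared between neighbouring paralogs, or shared regulation of neighbours, may give. Linked haplotypes that differ between the pooled F1 individuals cannot be told apart from them by the 54.6% alone, because linkage does not fix the direction of each gene and product names were not at hand to set paralogs aside.

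Of the 204 scaffolds with at least 10 called genes, 2 had all of these in one direction, and 42 of 10000 permutations of the directions gave as many (p = 0.0043). One was higher in D, with 11 called genes from LOC102580954 (start 1975) to the glucanase gene LOC102589208 (start 288547) and a median log2 FC of -0.85. Of its 10 genes that were tested and not called, 7 were higher in D. In the other the 16 called genes, from LOC102602758 (start 112502) to LOC102600955 (start 974708), were all higher in C, with log2 FCs from 0.27 to 2.63 and a median of 0.48. In 10000 permutations of the directions over the called genes, 9 had a scaffold with as many called genes all in one direction (p = 0.001). Of its 45 genes that were tested and not called, 68.9% were higher in C, against 50.9% of all such genes. This is under the 80% set as the mark of a shift of the whole scaffold, such as a difference in copy number. Because the scaffold was chosen for its pattern and noise can hide a small shift, such a shift still cannot be told apart from separate changes of its genes. Over the 204 scaffolds, 12 had at least 80% of their called genes in one direction, where 1000 permutations gave a mean of 6.10 (p = 0.02).

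In the paper's values for single F1 individuals (Additional File 6), the phytotoxic potential was not related to TGA content over all 165 individuals with both values (Pearson's r = -0.12, permutation p = 0.113, adjusted 0.113; Spearman's rho = -0.084, permutation p = 0.283, adjusted 0.283; r = -0.14 without the 2 individuals farthest from the median TGA content). Among the 71 individuals with a TGA content under 5 µg per ml, the range of both bulks, the relation was positive (r = 0.42, permutation p = 0.00027, adjusted 0.00054; rho = 0.46, permutation p = 0.0001, adjusted 0.0002; r = 0.39 without the 2 farthest). Of these 71, 39 had a phytotoxic potential of at least 30. The individuals pooled in C had 46.5, 38.9 and 36.4, and those pooled in D had -5.8, 5.16 and 0.6. These are the paper's measurements and not values from the sequenced libraries.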
